# Identifying Disease Signatures in the Spinocerebellar Ataxia Type 1 Mouse Cortex

**DOI:** 10.3390/cells11172632

**Published:** 2022-08-24

**Authors:** Kimberly Luttik, Victor Olmos, Ashley Owens, Aryaan Khan, Joy Yun, Terri Driessen, Janghoo Lim

**Keywords:** spinocerebellar ataxia type 1, SCA1, neurodegeneration, regional vulnerability, cortex

## Abstract

The neurodegenerative disease spinocerebellar ataxia type 1 (SCA1) is known to lead to the progressive degeneration of specific neuronal populations, including cerebellar Purkinje cells (PCs), brainstem cranial nerve nuclei and inferior olive nuclei, and spinocerebellar tracts. The disease-causing protein ataxin-1 is fairly ubiquitously expressed throughout the brain and spinal cord, but most studies have primarily focused on the role of ataxin-1 in the cerebellum and brainstem. Therefore, the functions of ataxin-1 and the effects of SCA1 mutations in other brain regions including the cortex are not well-known. Here, we characterized pathology in the motor cortex of a SCA1 mouse model and performed RNA sequencing in this brain region to investigate the impact of mutant ataxin-1 towards transcriptomic alterations. We identified progressive cortical pathology and significant transcriptomic changes in the motor cortex of a SCA1 mouse model. We also identified progressive, region-specific, colocalization of p62 protein with mutant ataxin-1 aggregates in broad brain regions, but not the cerebellum or brainstem. A cross-regional comparison of the SCA1 cortical and cerebellar transcriptomic changes identified both common and unique gene expression changes between the two regions, including shared synaptic dysfunction and region-specific kinase regulation. These findings suggest that the cortex is progressively impacted via both shared and region-specific mechanisms in SCA1.

## 1. Introduction

Spinocerebellar ataxia type 1 (SCA1) is an inherited neurodegenerative disorder characterized by progressive gait impairment, limb incoordination, respiratory dysfunction, cognitive impairment, and memory decline [1,2,3,4,5,6,7]. SCA1 is a monogenic disorder caused by a CAG repeat expansion in the gene *ATAXIN-1* (*ATXN1*), resulting in a polyglutamine (polyQ) expansion in the ataxin-1 protein [8]. Interestingly, the disease-causing gene *ATXN1* is fairly ubiquitously expressed throughout the central nervous system [9], but is known to lead to pronounced neuron loss and pathology in specific brain regions, including the cerebellum and brainstem [10,11,12]. However, pathology and molecular disease signatures in other brain regions have not yet been fully understood. 

The pronounced cerebellar Purkinje cell (PC) loss and ataxic gait impairment have led to impactful SCA1 research within the cerebellum and brainstem. Despite large focus in these regions, analysis of SCA1 patient brains by magnetic resonance imaging (MRI) and post-mortem imaging has identified broad degeneration and pathology in both cerebellar and extra-cerebellar regions, including the thalamus, striatum, and frontal, temporal, and parietal lobes of the cortex [11,12,13,14]. In addition, similar to other neurodegenerative diseases [15,16,17,18,19,20,21,22], aggregates of the disease-causing protein ataxin-1 are broadly observed across brain regions in SCA1 mouse models, including the cortex, striatum, and to a lesser degree in the cerebellum [10]. The functional impacts of mutant ataxin-1 expression and aggregation in extra-cerebellar regions are not fully understood [23]; specifically, whether this expression results in similar or different degrees of disease progression across brain regions, as well as how this might contribute to symptoms experienced by patients, including memory decline, executive dysfunction, and cognitive impairment [4,5,6,7]. Previous studies performing transcriptomic analyses of SCA1 mouse tissues, including cerebellum and brainstem [24,25,26,27,28], have provided important insight into region-specific and shared transcriptomic changes, which may aid in identifying brain-region specific disease pathways and eventually developing more effective therapeutics. 

In this study, we aimed to understand the functional impact of mutant ataxin-1 expression in extra-cerebellar regions and identify potential molecular mechanisms underlying observed clinical phenotypes, including cognitive impairment. To do this, we utilized the SCA1 knock-in (KI) mouse model, which expresses *Atxn1* [154Q] under its endogenous regulators, and replicates many key aspects of SCA1 disease progression and pathology, including progressive behavioral and cognitive impairments, as well as mutant ataxin-1 aggregation, gliosis, and PC pathology [10]. First, we characterized cortex-specific pathological and molecular changes in the SCA1 KI mouse model. We observed progressive cortical thinning in the SCA1 KI motor cortex, and progressive, region-specific, increases in p62-positive aggregates that colocalize with ataxin-1 nuclear inclusions in a polyQ-dependent manner. Next, we analyzed disease-specific molecular signatures in the cortex and identified a large degree of transcriptomic changes in the SCA1 KI mouse cortex. Lastly, we performed regional transcriptomic comparisons between the SCA1 KI mouse cortex and cerebellum, and found both shared (e.g., synaptic dysfunction) and region-specific differences (e.g., kinase regulation) in pathways altered during early stages of SCA1 disease progression. Collectively, these data indicate that the cortex is affected in the SCA1 KI mouse model, and identifies potential shared and unique mechanisms in which cortex and cerebellum are impacted in SCA1.

## 2. Materials and Methods

### 2.1. Animal Husbandry

All animal care procedures were appropriately approved by the Yale University Institutional Animal Care and Use Committee (IACUC; Approval Code: 2021-11342, Approval Date: 21 December 2021). Mice were kept in a 12 h light/dark cycle with standard chow and ad libitum access to water. The SCA1 KI (*Atxn1*^154Q/2Q^) [10] mouse strain was utilized for all experiments, which expresses mutant ataxin-1 with 154 glutamine repeats under its endogenous regulators, maintained on a pure C57BL/6J background. SCA1 KI and wild-type (WT) littermate controls aged to 12 and 30 weeks, with a combination of males and females, were used for all experiments.

### 2.2. Cell Culture

Neuro-2a (N2A; ATCC, CCL-131) cells were plated at 5 × 10^4^ cells per well in a 24 well plate with a cover slip 24 h prior to transfection, maintained in a 37 °C, 5.5% CO_2_ incubator and cultured in DMEM (Gibco) with 10% FBS, 100 U/mL penicillin, and 100 U/mL streptomycin. When 70–80% confluent, media was replaced with antibiotic free DMEM with 10% FBS, and cells were transiently transfected with 0.5 ug DNA, 1 uL P3000 enhancer reagent (Invitrogen, L3000015, Waltham, MA, USA), and 1 uL Lipofectamine 3000 (Invitrogen, L3000015) in 50 uL Opti-MEM (Gibco). After 48 h, cells were washed twice with PBS and subsequently fixed with 4% PFA for 10 min. Cells were washed two more times with PBS, prior to blocking for 1 h in 10% normal goat serum and 0.3% Triton-X in PBS. Cells were then incubated at 4 °C in primary antibody in blocking buffer overnight (chicken anti-DDDDK (Abcam, ab1170, 1:400, Cambridge, UK), mouse anti-p62 (SQSTM1) (Abnova, H00008878-M01, 1:700, Taipei City, Taiwan)). The following morning, cells were washed three times in PBS prior to incubation in secondary antibody in blocking buffer for two hours at room temperature (goat anti rabbit-488 and goat anti mouse-555 (Invitrogen, 1:500)). Following incubation, cells were washed three times in PBS and mounted on slides using Vectashield mounting media and DAPI (Vector Laboratories, H-1500, Newark, NJ, USA). Fluorescent images were acquired on a Zeiss LSM880 confocal microscope at 20× magnification, with the same settings used across similar experiments. Images were acquired and quantified for 50 cells per condition.

### 2.3. Protein Extraction and Western Blot Analysis

Protein extraction and Western blot analysis of whole mouse cerebellar and cortical tissue was performed as previously described [29]. The following primary antibodies were used: mouse anti-Gapdh (Sigma G8795, 1:10,000, St. Louis, MO, USA), mouse anti-Vinculin (Millipore v9264 1:10,000, Burlington, MA, USA), rabbit anti-Gfap (Sigma G4546, 1:500), rabbit anti-Iba1 (Wako, 019-19741, 1:400), rabbit anti-Prkcb (Thermo Fisher Scientific 12919-1-AP, 1:1000, Waltham, MA, USA), rabbit anti-Camkk2 (Thermo Fisher Scientific 11549-1-AP, 1:1000).

### 2.4. RNA Extraction and RT-qPCR

RNA extraction and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) was performed as previously described [29]. The following TaqMan (Applied Biosystems, Waltham, MA, USA) probes were used: *Gapdh* (4352661, Mm99999915_g1), *Actb* (4352933 E, Mm00607939_s1), *Hprt* (4331182, Mm03024075_m1), *Camkk2* (4331182, Mm00520236_m1), and *Prkcb* (4331182, Mm00435749_m1). Target gene expression was normalized to housekeeping genes (*Actb*, *Gapdh*, and *Hprt*) using BioRad CFX manager software and plotted relative to mean expression of controls. 

### 2.5. RNA Extraction and Bulk RNA Sequencing

Whole mouse cerebella and cortex were macro-dissected, flash frozen, and stored at −80 °C until processing. RNA was extracted using the Qiagen RNeasy Mini Kit, and DNA was removed with DNase I as described in the manufacturer’s protocol. Total RNA was sent to the Yale Center for Genome Analysis (YCGA) for processing. RNA integrity was measured with capillary electrophoresis (Agilent BioAnalyzer 2100, Agilent Technologies, Santa Clara, CA, USA) and RIN values were checked to ensure RNA integrity before proceeding with RNA-seq. Libraries were generated using oligo-dT purification of poly-adenylated RNA, which was then reverse transcribed into cDNA that was fragmented, blunt ended, and ligated to adaptors. Base pair size was determined with capillary electrophoresis, and the library was quantified before pooling and sequencing on a HiSeq 2500 using a 75 bp paired-end read strategy. Sequencing data can be accessed under GEO accession # (GSE211678).

### 2.6. RNA Sequencing Data Analysis

STAR (Spliced Transcripts Alignment to a Reference) [30] was utilized to align FASTQ reads to mouse reference genome (Mm10). FeatureCounts [31] was used to quantify read counts per gene in Python 3.10. The obtained read counts were used for subsequent quantification and differential expression analysis, completed using the DESeq2 package [32] in the R environment. Gene expression with an FDR-adjusted *p*-value < 0.05 was considered significant, and genes with a Log2FoldChange greater than |0.25| were used in the final analyses. The Pheatmap (RRID:SCR_016418) and BioVenn [33,34] packages were used to generate all heatmaps and Venn diagrams, respectively, in the R environment (Version 4.1.3, the r-project). Normalized read counts were used as heatmap input. Intervene [35] was used to generate Upset plots. Gene Ontology analysis was conducted using g: Profiler [36,37]. Plots were generated using GraphPad Prism 9 (Version 9.3.1, GraphPad Software, San Diego, CA, USA) and Python 3.10 (Python Software Foundation, Wilmington, DE, USA).

### 2.7. Immunohistochemistry

Immunohistochemistry was performed as previously described [29]. The following primary antibodies were used: mouse anti-NeuN (Sigma Aldrich, MAB327, 1:800), rabbit anti-Iba1 (Wako, 019-19741, 1:500), rabbit anti-ataxin-1 [11NQ] (1:500), mouse anti-p62 (SQSTM1) (Abnova, H00008878-M01, 1:700). Primary motor cortex (MOp) was imaged based on Allen Institute for Brain Science mouse reference atlas [38]. Between 3–6 fluorescent images were acquired per brain region per mouse on a Zeiss LSM880 confocal microscope at 10× or 20× magnification, with the same settings used across similar experiments. 

### 2.8. Fluorescent Image Quantification

ImageJ (National Institutes of Health) was used for all image processing and quantification. For all images across experiments, the maximum intensity projection was utilized, converted to 8-bit, and thresholded using identical parameters across all images of each experiment. ROI manager was used to measure equal areas across images. To quantify cortical thickness, the length of the cortical layer was measured at three locations in the image approximately 100 μm apart, from layer 1 to layer 6 based on NeuN stain, and averaged per image. To quantify neuron number and size, clumped nuclei were split using the watershed function, and only NeuN-positive nuclei greater than 30 μm^2^ were counted. To quantify microglia number and intensity, only Iba1-positive cells greater than 15μm^2^ were counted, and intensity was recorded as mean gray value. To quantify p62-positive puncta per mm^2^, only puncta greater than 3μm^2^ were counted. To quantify colocalization of p62-positive puncta with ataxin-1 nuclear inclusions (ataxin-1 [11NQ] antibody-specific), the ImageJ plugin JaCoP was used [39]. Images were cropped to contain a single cell of interest and thresholded to remove background intensity. Percent colocalization was then calculated using the Manders’ overlap coefficient. For all quantifications of mouse tissue, 3–6 images were quantified per mouse, and for quantifications of in vitro cells, 50 cells per condition were quantified. GraphPad Prism was used to plot and analyze all fluorescent image data. 

### 2.9. Statistical Analysis

All statistical analyses were completed using GraphPad Prism software. All data are shown as mean ± SEM. When comparing two experimental groups, a two-tailed unpaired student’s *t* tests was performed. When comparing more than two experimental groups, a one-way analysis of variance (ANOVA) with Tukey’s post hoc analysis was performed. Statistical significance was determined using a significance cutoff of *p* < 0.05. 

## 3. Results

### 3.1. Progressive Cortical Thinning in the SCA1 KI Mouse Model

In order to identify region-specific disease signatures between the SCA1 motor cortex and cerebellum, we first aimed to broadly investigate the degree in which the cortex might be affected or altered in mouse models of SCA1. It is known that ataxin-1 is expressed in the cortex [9], and that polyQ-expanded mutant ataxin-1 aggregates in nuclear inclusions across brain regions in SCA1 mouse models, including the cortex [10]. However, the functional impacts of this expression and aberrant aggregation in extra-cerebellar regions are not fully understood. We analyzed SCA1 KI mouse brain tissue at 12 and 30 weeks, as these are known to represent mid- and late stages of SCA1 disease progression in the mouse cerebellum, and are time points at which motor and cognitive impairment is observed in SCA1 KI mice [10,40,41]. At 12 weeks, there is significant astro- and micro-gliosis observed in the cerebellum [40], as well as motor and cognitive behavioral deficits, including impaired spatial learning by Morris Water Maze, and impaired learning and memory by conditioned fear response [10,41]. At 30 weeks, these phenotypes are more severe, and cerebellar PC loss is observed as well [10,41].

As cortical thinning has been observed in studies of SCA1 patients [12,42], we first looked at whether this was replicated in the SCA1 KI mouse model. We confirmed progressive cortical thinning in the SCA1 KI mouse motor cortex, with trending changes at 12 weeks (early stage of disease progression), and a significant decrease at 30 weeks (late stage of disease progression), compared to WT littermate controls (Figure 1A,B). To identify whether this may be due to neuronal loss or atrophy, we characterized the density and size of NeuN-positive neuronal nuclei in the mouse cortex. We observed no significant neuronal loss at 12 or 30 weeks (Figure 1A,C), but did observe a progressive decrease in size of neuronal nuclei, with a significant decrease at 30 weeks in both layers 2/3 (L2/3) and layer 5 (L5) of the SCA1 KI motor cortex (Figure 1A,D). This could suggest that the observed cortical thinning may be due to atrophy, not necessarily death, of cortical neurons. However, this does not necessarily exclude the possibility of neuronal subpopulations being differentially affected in the cortex. 

Next, since gliosis is reported in the SCA1 KI cerebellum at these time points [40], we investigated gliosis in the motor cortex. We observed no significant changes in microgliosis in Iba1-positive populations at 12 or 30 weeks (Figure 1E–K), although we did observe a trending increase in Iba1-positive microglia number at 12 weeks (Figure 1E,G). We also did not observe any significant changes in protein levels of astrocyte marker Gfap at 12 weeks (Figure 1J,L). Interestingly, we previously analyzed gliosis in the SCA1 KI mouse cerebellum and inferior olive, and observed significant astro- and micro-gliosis at 12 weeks in the inferior olive [27]. This suggests that there are differential patterns of gliosis across brain regions in SCA1. As we only analyzed a subset of astrocyte and microglia markers in this study, this does not necessarily exclude the possibility of glial subpopulations being differentially impacted in the SCA1 cortex. Taken together, these data suggest that the cortical thinning observed in SCA1 patients is replicated in an age-dependent manner in the SCA1 KI mouse model, and that this thinning may in part be due to neuronal shrinkage or atrophy. Interestingly, the gliosis observed in the SCA1 KI cerebellum and inferior olive at 12 and 30 weeks [27,40] was not significantly changed in the SCA1 KI cortex at these same time points. 

### 3.2. Progressive, Region-Specific, PolyQ-Dependent Colocalization of p62 with Mutant Ataxin-1 Nuclear Inclusions

Next, we were interested in investigating the ataxin-1 nuclear inclusions in the cortex. Aggregations of disease-causing proteins are observed across diverse neurodegenerative disorders [15,16,17,18,19,20,21,22]; however, the impact of these aggregates towards disease progression is still not fully understood. In SCA1, ataxin-1-positive aggregates are observed across diverse brain regions, although less so in the cerebellum [10]. Here, we imaged ataxin-1 aggregates in the motor cortex and observed that these aggregates colocalized with the autophagy/proteaseome marker p62 (Figure 2A–C). Interestingly, p62 aggregates were progressively increased in the SCA1 cortex, with significant increase compared to WT littermate controls at both 12 and 30 weeks (Figure 2A–C). We also found that colocalization of p62-positive aggregates and ataxin-1 nuclear inclusions was observed in other brain regions of SCA1 mice, including the striatum and hippocampus, with minimal to no colocalization in the SCA1 brainstem and cerebellum at 30 weeks (Figure S1). Given the role of p62 in autophagy and proteasomal degradation of ubiquitinated proteins [43], as well as previous literature suggesting that p62 may aid in degrading aggregated polyQ-expanded ataxin-1 in vitro [44], we were interested if this colocalization occurred in a polyQ-dependent manner. To investigate this, we transfected N2A cells with 2Q, 30Q, and 82Q human *ATXN1* (Flag-*hATXN1*) plasmids (Figure 2D). After 48 h, 44.3% of N2A cells transfected with *hATXN1* [82Q] formed mutant ataxin-1 nuclear inclusions colocalized with endogenous p62, in contrast with 9.9% and 11.3% of N2A cells transfected with *hATXN1* [2Q] and −[30Q] having p62-positive ataxin-1 nuclear inclusions, respectively (n = 50 cells per condition) (Figure 2D,E). This significant increase in *hATXN1* [82Q] colocalization with p62 in nuclear inclusions, along with the observed increase in p62 aggregates in SCA1 cortex in vivo, suggests that this colocalization occurs in a polyQ-dependent and region-specific manner. 

### 3.3. Transcriptomic Alterations in the SCA1 KI Mouse Cortex 

Given these observed morphological changes in the SCA1 KI mouse cortex, we were interested in investigating potential molecular mechanisms in which mutant ataxin-1 impacts the cortical transcriptome, as the role of ataxin-1 as a transcriptional regulator, and the impact of this towards the transcriptional signature of the cerebellum and inferior olive, has been well established [8,24,25,26,27,45]. We performed bulk RNA sequencing of the SCA1 KI mouse cortex at 12 weeks, and observed a high number of up- and downregulated genes in the SCA1 cortex compared to WT littermate controls (1853 downregulated differentially expressed genes (DEGs), 819 upregulated DEGs) (Figure 3A,B, Table S1). 

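Whole cortices of SCA1 KI and WT mice were taken at 12 weeks of age, and their poly-adenylated RNA was sequenced as 3 SCA1 KI and 3 WT libraries. SCA1 KI mice carry an expansion of 154 glutamine codons in one Atxn1 allele and 2 in the other. The authors aligned the reads with STAR to the mouse genome (mm10), counted them per gene with featureCounts and normalized the counts with DESeq2, which divides the counts of each library by 1 size factor. The deposited values are these normalized counts. In each library 100% of the values were whole multiples of the value of 1 read, so the reads themselves could be recovered. Reads on genes numbered 34103546 to 36704807 in the WT cortex libraries (median 35082927) and 36770183 to 39927889 in the SCA1 KI cortex libraries (median 37115227). The deposited columns give each library's region, genotype and a letter of its own (B, C and D for WT, A, E and F for SCA1 KI). The labels list male mice, whereas the methods of the paper describe males and females combined. For the comparison of genotypes, log2(normalized count + 1) was fitted with limma, using all 12 libraries of cortex and cerebellum with 1 mean for each of the 4 groups, for the 15369 genes with a mean of at least 10 normalized counts. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p under 0.05 with an absolute LFC over 0.25. The pseudocount of 1 understates the LFC of genes with low counts, and the test cannot separate genotype from anything else that differed between the 3 libraries of each group.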

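Atxn1, the knock-in gene, lies on chromosome 13 from 45549755 to 45965008 (GRCm38, minus strand) and overlaps exons of Gmpr, so some of its reads could belong to that gene. Its normalized count was 7370 ± 815 (SD, n = 3) in the WT cortex and 6040 ± 1337 (SD, n = 3) in the SCA1 KI cortex. The LFC of Atxn1 was −0.31 (standard error 0.13, adjusted p = 0.132 from limma), a difference that did not pass the threshold. It depended on single libraries, with an LFC of −0.45 that passed without SCA1 KI library E (adjusted p = 0.0248) and of −0.12 without SCA1 KI library A (adjusted p = 0.423). With the trend on transcript length and GC content removed it was −0.14, and the adjusted p ranged from 0.126 to 0.267 over the settings that kept all libraries. Counts per gene do not measure the length of the repeat. Across the cortex, 741 genes were higher and 1661 were lower in SCA1 KI than in WT mice. In 2340 of these 2402 DEGs, all 3 SCA1 KI libraries lay beyond all 3 WT libraries. The same held for 30.9% of all tested genes, against 10% by chance. At an unadjusted p under 0.05, 4689 genes differed. A limit of 1 on the absolute LFC moved the counts most, to 90 higher and 233 lower genes. With the cortex libraries fitted on their own, 393 genes were higher and 1326 lower. The share of DEGs that were lower was 69.2%, and it was 56.0% once a trend on transcript length and GC content had been removed from each library, an alternative chosen after the data were seen.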

Genes with an FDR-adjusted *p*-value < 0.05 and a log_2_foldchange (LFC) greater than |0.25| were considered significant and used for further analyses. The top Gene Ontology (GO) terms for the downregulated DEGs were largely related to phosphorylation and kinase regulation, calcium channel activity, synaptic organization and function, and dendrite development, etc. 

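GO annotation was not used here. In place of the GO terms, 10 families of genes defined by their symbols were tested with limma's camera test, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the families. The family of serine-threonine kinases (265 genes) had a median LFC of −0.083 in the SCA1 KI cortex (adjusted p = 0.00229), and 62 of its genes were lower and 12 higher DEGs. Genes of synaptic transmission (100 genes) had a median LFC of −0.32 (adjusted p = 5.13e-13), with 50 lower DEGs. Voltage-gated calcium channel subunits (24 genes) had a median LFC of −0.28 (adjusted p = 1.52e-05), with 10 lower DEGs. Potassium channel subunits were tested for comparison and were lower as well (80 genes, median LFC −0.37, adjusted p = 1.66e-10, 36 lower DEGs). These medians had the same sign after centring the libraries of each region and after removing the trend on transcript length and GC content, which took the kinase median to −0.014 and that of the calcium channels to −0.17. All 4 families also passed under the rotation test fry, with adjusted p from 4.87e-04 to 0.00443, but with the correlation estimated for each family the smallest adjusted p was 0.103. In 4 of the 10 ways to split the 6 cortex libraries into 3 and 3, the real one included, at least 8 of the 10 families passed. The other splits mix the genotypes unequally and keep part of their difference, so they cannot give the number expected without one. The family tests did not set the real split apart, as the counts of DEGs did, and carry less weight. Dendrite development was not analysed here.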

(Figure 3C,D, Table S2). In contrast, the top GO terms for the upregulated DEGs were mainly related to transcriptional regulation and chromatin binding (Figure S2, Table S3). Together, these data support that mutant ataxin-1 expression is significantly impacting the cortical transcriptome in the SCA1 KI mice.

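Among families of transcription factors, zinc finger genes (372 genes) had a median LFC of 0.084 in the SCA1 KI cortex (camera, adjusted p = 8.00e-04), with 24 higher and 15 lower DEGs. Developmental transcription factors (137 genes) had a median LFC of 0.10 (adjusted p = 0.00717), with 17 higher and 9 lower DEGs. Their share of higher DEGs exceeded that of the other tested genes (Fisher's exact test, adjusted p = 0.00319). This family depended on single libraries and on the filter. Without SCA1 KI library F its median was 0.013 and no longer passed (adjusted p = 0.120), nor did it with a minimum mean of 100 normalized counts (0.052, adjusted p = 0.0679). Without WT library D it was 0.066, without SCA1 KI library A it was 0.21, and with the trend on transcript length and GC content removed it was 0.20, and in these it passed. In 15 of its genes 1 group, and in 3 both groups, lay at the floor of 3 reads, and with these at their bound the median was 0.099. Neither family passed under fry (adjusted p = 0.0600 and 0.112). Chromatin regulators (120 genes) had a median LFC of −0.014 and did not differ from the other genes (adjusted p = 0.400), with 12 higher and 11 lower DEGs. After removal of the trend on transcript length and GC content the median of this family turned to 0.093 (adjusted p = 0.00207), against adjusted p from 0.329 to 0.412 with camera under the other settings that kept all libraries. The share of higher DEGs among chromatin regulators exceeded that of the other genes (Fisher's exact test, adjusted p = 0.0408).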

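Among the DEGs whose SCA1 KI and WT cortex libraries did not overlap, Gsg1l, Camk2n1 and Gpd1 had the smallest p, all lower in SCA1 KI. Gsg1l (chromosome 7, 125878420 to 126082411, GRCm38) fell from 4726 ± 288 to 1544 ± 177 normalized counts (SD, n = 3 each), an LFC of −1.62 (standard error 0.090, adjusted p = 1.63e-06 from limma). Camk2n1 (chromosome 4, 138454314 to 138460123) fell from 148525 ± 16638 to 54596 ± 3245, an LFC of −1.44 (standard error 0.082, adjusted p = 1.63e-06). Gpd1 (chromosome 15, 99717515 to 99725005) fell from 3478 ± 136 to 1488 ± 98.3, an LFC of −1.23 (standard error 0.070, adjusted p = 1.63e-06). Its exons overlap Gm16537, which could share its reads. Onecut2 (chromosome 18, 64340020 to 64400987), the higher gene with the smallest p, rose from 153 ± 35.0 to 752 ± 97.0, an LFC of 2.31 (standard error 0.16, adjusted p = 3.66e-06). With each library left out in turn, the LFC of Gsg1l stayed between −1.69 and −1.53 and that of Onecut2 between 2.15 and 2.47. Hapln4 (LFC −1.14) and Endou (LFC −2.62) were the next lower genes, and Ucma (LFC 2.34), Pou4f1 (LFC 5.76), Sfmbt2 (LFC 1.59) and Cidea (LFC 1.64) the next higher ones. From the cortical data the paper proposes that mutant ataxin-1 affects the transcriptome of the cortex in SCA1 KI mice.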

### 3.4. Cross-Tissue Comparison of the Cortex and Cerebellum Identifies Shared and Unique Transcriptomic Response to SCA1 Disease

Given the significant degree of transcriptomic alterations in the SCA1 KI mouse cortex, we were interested in seeing how this compares to that of the SCA1 KI mouse cerebellum. To do this, we reanalyzed our lab’s previously published cerebellar transcriptomic dataset [27] and compared this to the cortical transcriptomic dataset (Figure 4). 

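The cerebellar data are 3 SCA1 KI and 3 WT libraries of whole cerebella at 12 weeks of age, with normalized counts in the same deposited table as the cortex. The columns carry numbers of their own (2, 4 and 6 for WT, 1, 3 and 5 for SCA1 KI), which do not pair a cerebellum with a cortex. Reads on genes numbered 29520855 to 38335590 in the WT cerebellum libraries (median 31075395) and 36222298 to 51311309 in the SCA1 KI cerebellum libraries (median 41954484), so the SCA1 KI libraries were the deeper ones on the median. With every library thinned at random to 29520855 reads, an alternative chosen after the data were seen, 776 genes differed between the genotypes in the cerebellum, against 824 with all reads, and 737 genes were in both sets. The normalized count of Atxn1 was 3679 ± 54.9 (SD, n = 3) in the WT cerebellum and 3889 ± 221 (SD, n = 3) in the SCA1 KI cerebellum, an LFC of 0.08 (standard error 0.13, adjusted p = 0.837 from limma), which did not pass the threshold. Its LFC did not differ between the regions either (difference −0.38, standard error 0.18, adjusted p = 0.256). To compare the regions, the difference between the cortical and the cerebellar LFC was tested for each gene in the fit of all 12 libraries (region by genotype interaction).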

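In the cerebellum of SCA1 KI mice, 141 genes were higher and 683 lower than in WT mice, 824 DEGs against 2402 in the cortex (a ratio of 2.92). The size of this excess depended on the limit and on cerebellar SCA1 KI library 1. At a limit of 1 on the absolute LFC, 90 genes were higher and 233 lower in the cortex. The cerebellum then had 9 and 303, with more lower genes than the cortex. Without library 1 the cortex had 626 higher and 1527 lower genes, against 43 and 356 in the cerebellum. In 823 of the 824 the libraries of the genotypes did not overlap, as in 31.8% of all tested genes, against 10% by chance. At an unadjusted p under 0.05, 2664 genes differed in the cerebellum. The cerebellar counts depended on single libraries. Without SCA1 KI library 1, 43 genes were higher and 356 lower. Without SCA1 KI library 3 the counts were 50 and 404, and the higher genes numbered 55 without SCA1 KI library 5, 78 without WT library 2 and 81 without WT library 6. With the cerebellum fitted on its own 220 genes were higher and 618 lower. With the trend on transcript length and GC content removed, 537 were higher and 586 lower, so that the lower share changed from 82.9% to 52.2%. Being a DEG in 1 region does not show a difference between the regions, which the interaction tests directly. It passed an adjusted p of 0.05 in 1253 genes, in 783 without cerebellar SCA1 KI library 1 and in 833 without cerebellar SCA1 KI library 3. Of the 2128 genes that were DEGs only in the cortex, 813 had an interaction, and of the 550 that were DEGs only in the cerebellum, 242 had one.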

Surprisingly, we observed a larger degree of DEGs in the cortex at 12 weeks compared to the cerebellum, with 2672 DEGs in the cortex (819 upregulated, 1853 downregulated), and 1154 DEGs in the cerebellum (232 upregulated, 922 downregulated) at this time point (Figure 4B, Table S1). Of the upregulated DEGs, there was a 20.26% or 5.74% (n = 47) overlap of the cerebellar DEGs (n = 47/232) with cortical DEGs (47/819), respectively (Figure 4C,D). 

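In the limma fit, 22 genes were higher in SCA1 KI mice in both regions, 15.6% of the higher cerebellar DEGs and 2.97% of the higher cortical DEGs. By chance 6.80 shared genes would be found (Fisher's exact test over the tested genes, p = 1.04e-06, a description, since genes are not independent). The interaction passed its threshold in 1 of the 22, Arxes1, which was singled out after its values were seen. Gpr85 (chromosome 6, 13834458 to 13839942, GRCm38) had 1671 ± 16.1 normalized counts in the WT cortex and 2229 ± 113 in the SCA1 KI cortex (SD, n = 3 each), an LFC of 0.41 (standard error 0.060, adjusted p = 4.82e-04 from limma). In the cerebellum Gpr85 had 1770.4 ± 102 and 2304 ± 36.8, an LFC of 0.38 (standard error 0.060, adjusted p = 0.00246). Igsf10 (chromosome 3, 59316735 to 59344394) had an LFC of 1.06 in the cortex (adjusted p = 1.77e-04) and 0.86 in the cerebellum (adjusted p = 0.00209), and its exons overlap Med12l and Gm38186, which could share its reads. In Gpr85 and Igsf10 the libraries of the genotypes did not overlap in either region. The number of shared higher genes depended on the processing and on single libraries, and changed to 47 with DESeq2 on the recovered reads and to 125 with the trend on transcript length and GC content removed. It was 10 without cerebellar SCA1 KI library 1, 11 without library 3, 12 without library 5, 14 without cerebellar WT library 2 and likewise without WT library 6, and 41 without cortical SCA1 KI library A.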

For the downregulated DEGs, this overlap was 30.37% or 15.11% (n = 280) of cerebellar DEGs (n = 280/922) with cortical DEGs (n = 280/1853), respectively, suggesting these genes are commonly altered across these brain regions, with the remainder being unique to each region (Figure 4C–E and Figure S3). 

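Genes lower in SCA1 KI mice in both regions numbered 196, which is 28.7% of the lower cerebellar DEGs and 11.8% of the lower cortical DEGs, where chance would give 73.8 (Fisher's exact test, p = 3.70e-40, across genes that are not independent). The interaction passed its threshold in 35 of them. Camk2a (chromosome 18, 60925618 to 60988152, GRCm38), a subunit of calcium/calmodulin-dependent protein kinase II, fell from 177938 ± 10457 to 81999 ± 6397 normalized counts in the cortex and from 6089 ± 840 to 3028 ± 185 in the cerebellum (SD, n = 3 each). The LFC of Camk2a was −1.12 in the cortex (standard error 0.094, adjusted p = 1.40e-05 from limma), Camk2a was lower in the cerebellum too (adjusted p = 6.14e-05), and the LFC of the regions did not differ (adjusted p = 0.678 for the interaction). Pcp4 (chromosome 16, 96467606 to 96525793) had an LFC of −0.63 in the cortex (adjusted p = 2.71e-05) and −0.68 in the cerebellum (adjusted p = 3.66e-05), and its exons overlap Igsf5. Synpo (chromosome 18, 60593973 to 60660142) had −0.87 (adjusted p = 1.71e-05) and −0.75 (adjusted p = 1.16e-04). In each of the 3 genes, all SCA1 KI libraries lay below all WT libraries in both regions. The shared lower genes numbered 101 without cerebellar SCA1 KI library 1, 118 without library 3, 129 without library 5 and 123 without cerebellar WT library 6. Across all tested genes, the LFC of the regions had a Pearson correlation of 0.091, with genes not being independent replicates.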

Interestingly, there were a subset of DEGs that behaved in an opposing manner between these two brain regions, showing upregulation in the cortex but downregulation in the cerebellum (n = 54), and vice versa (n = 45) (Figure 4C). Together, these data suggest that mutant ataxin-1 impacts gene expression in both the cerebellum and cortex, with a larger degree of transcriptomic changes observed in the SCA1 KI mouse cortex compared to the cerebellum at 12 weeks. 

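DEGs of opposite direction were 29 genes higher in the cortex and lower in the cerebellum, where chance would give 32.9 (Fisher's exact test, p = 0.523), and 27 genes lower in the cortex and higher in the cerebellum, where chance would give 15.2 (Fisher's exact test, p = 0.00371). The interaction passed its threshold in all 29 and in all 27. Opposite calls in the same fit fix this outcome, so it is not further evidence. Pou4f1 (chromosome 14, 104461676 to 104467999, GRCm38), a POU-domain transcription factor, had 4.20 ± 2.37 normalized counts in the WT cortex and 271 ± 87.0 in the SCA1 KI cortex, and 89.7 ± 46.5 in the WT cerebellum and 6.68 ± 4.06 in the SCA1 KI cerebellum (SD, n = 3 each). The LFC of Pou4f1 was 5.76 (standard error 0.49, adjusted p = 1.43e-05 from limma) and −3.59 (adjusted p = 9.43e-04). Tal1 (chromosome 4, 115056426 to 115071755) had an LFC of 2.38 (adjusted p = 1.50e-04) and −1.79 (adjusted p = 0.00282). Shox2 (chromosome 3, 66971727 to 66981771), which overlaps an exon of Rsrc1, had no read in any WT cortex library and 34.3 ± 17.6 normalized counts in the SCA1 KI cortex, at least 10.0-fold higher. In the cerebellum its LFC was −5.46 (adjusted p = 5.15e-04). These 3 genes have low counts, and Pou4f1, Tal1 and Shox2 alike were highest in WT library 2 and lowest in WT library 4 within the WT cerebellum. In the other direction, Sv2b (chromosome 7, 75114894 to 75309262), which overlaps 1500012K07Rik, had an LFC of −0.51 in the cortex (adjusted p = 5.61e-04) and 0.43 in the cerebellum (adjusted p = 0.00523). Col19a1 (chromosome 1, 24261890 to 24587472) had −0.67 (adjusted p = 0.00140) and 0.60 (adjusted p = 0.00769), and Nyap2 (chromosome 1, 81076950 to 81341764) had −0.51 (adjusted p = 0.00169) and 0.45 (adjusted p = 0.00928). In these 6 genes the libraries of the genotypes did not overlap in either region. Without cerebellar SCA1 KI library 1 the counts of opposite DEGs were 14 and 8, without library 3 they were 19 and 10, and without library 5 they were 18 and 10. They were 17 and 17 without cerebellar WT library 6, and the first was 16 without cortical WT library C.

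**Figure D1:**
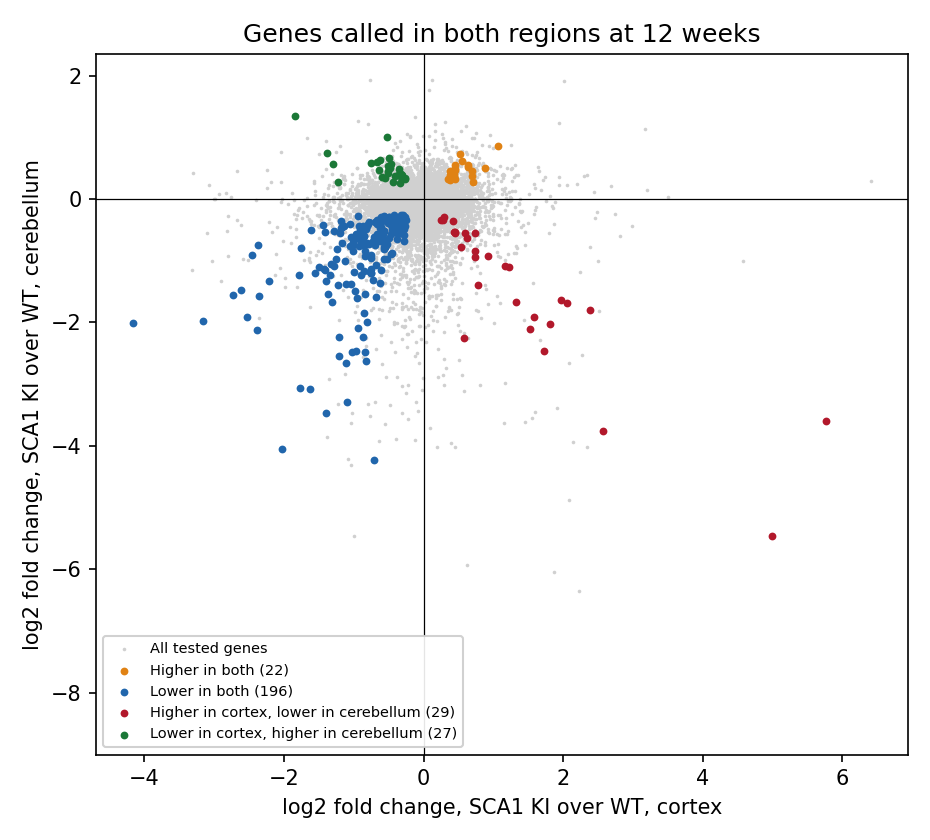
Log2 fold change of SCA1 KI against WT in the cortex (horizontal axis) and in the cerebellum (vertical axis) for each tested gene, with DEGs of both regions coloured by direction. The 29 genes higher in the cortex and lower in the cerebellum lie at the lower right and the 27 of the reverse direction at the upper left, and the horizontal position of Shox2 depends on the pseudocount because its WT cortex libraries hold no reads.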

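Among the cerebellar DEGs whose libraries did not overlap between the genotypes, Nrgn had the smallest p. Nrgn (chromosome 9, 37544492 to 37552904, GRCm38), which encodes neurogranin, fell from 2315 ± 477 normalized counts in the WT cerebellum to 123 ± 29.5 in the SCA1 KI cerebellum (SD, n = 3 each), an LFC of −4.22 (standard error 0.18, adjusted p = 1.47e-07 from limma). In the cortex Nrgn fell from 78459 ± 4168 to 48720 ± 9331, an LFC of −0.70 (adjusted p = 0.0179, but 0.0532 without WT library D and 0.0681 without SCA1 KI library F, against 0.0185 at most under the settings that kept all libraries). Crhbp (chromosome 13, 95431371 to 95444924) had 44.5 ± 11.4 in the WT cerebellum and at most the level of 3 reads in the SCA1 KI cerebellum, at least 17.8-fold lower. Ddn (LFC −3.29), Gda (LFC −3.01) and Tfap2d (LFC −5.93) were the other lower genes at the top of the cerebellar list. Ddn overlaps B130046B21Rik and Tfap2d overlaps Gm15825. Tfap2d is also on the list of midbrain marker genes used below. Nrgn, Crhbp, Ddn, Gda and Tfap2d were each highest in WT cerebellum library 2, then 6, then 4, which is the order of that list. Midbrain tissue in the WT cerebellum libraries is thus not excluded for these genes. Among the higher genes, Mndal (chromosome 1, 173849126 to 173942491) rose from 50.6 ± 9.37 to 194 ± 7.47, an LFC of 1.94 (standard error 0.24, adjusted p = 4.41e-04), and overlaps Ifi203 and Gm38050. Tiam2 (LFC 0.58) and Polr2a (LFC 0.46) were also among the higher genes with the smallest p, and Tiam2 overlaps Tfb1m. In all of these genes the cerebellar libraries of the genotypes did not overlap. From the comparison of the regions the paper proposes that mutant ataxin-1 alters gene expression in both and to a larger degree in the cortex.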

Next, we were interested in understanding what biological and molecular pathways were commonly or uniquely altered across the cerebellum and cortex, as this may suggest common or distinct disease signatures across brain regions. Comparison of the SCA1 KI mouse cerebellar and cortical transcriptomic changes at 12 weeks identified both shared and unique GO hits (Figure 4F and Figures S4–S6, Tables S4 and S5). The top shared GO hits that were downregulated in both the cerebellum and cortex related to synaptic transmission, cell to cell signaling, and nervous system development, etc. 

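By family, potassium channel subunits were lower in the SCA1 KI cerebellum (80 genes, median LFC −0.38, adjusted p = 7.52e-12 with camera, 0.00167 with fry), with 27 lower DEGs and 1 higher, Kcnb2. Of these, 14 were also lower DEGs in the cortex. Genes of synaptic transmission had a cerebellar median LFC of −0.018 (100 genes, adjusted p = 0.159 with camera, 0.248 with fry), which did not pass. The median turned positive, to 0.0062, with the libraries of each region centred and to 0.057 with the trend on transcript length and GC content removed. Without WT library 2 it was −0.052 and passed (adjusted p = 0.0339), whereas the adjusted p with camera ranged from 0.116 to 0.259 over the settings that kept all libraries. This family held 13 lower DEGs in the cerebellum and 2 higher, Grik2 and Sv2b. Lower DEGs were more frequent in it than among the other genes (Fisher's exact test, adjusted p = 7.14e-04). Unc13d, Syt7, Vamp1, Homer3, Grik4, Cplx3 and Gria3, listed after their values were seen, were lower DEGs in both regions. No family passed in the cerebellum with the correlation estimated for each family, where 2 families had an unadjusted p under 0.05, and in 5 of the 10 splits of the 6 cerebellum libraries at least 6 families passed.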

(Figure 4F, Figures S4 and S5A, Table S4). This suggests that synaptic dysfunction is a shared common disease signature in SCA1 KI mice across these regions at 12 weeks. In contrast, the top shared GO hits that were upregulated in both the cerebellum and cortex included system development, neuron differentiation, and regulation of macromolecule metabolic process, etc. 

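The LFC of the synaptic transmission family was lower in the cortex than in the cerebellum (median difference −0.23, adjusted p = 1.43e-07 with camera, 0.0389 with fry), and so was that of the calcium channel family (median difference −0.32, adjusted p = 0.00254 with camera, 0.0389 with fry). Calcium channel subunits had a cerebellar median LFC of 0.012 (adjusted p = 0.549), which was −0.027 without WT library 2 and 0.13 with the trend on transcript length and GC content removed. Their lower DEGs in the cerebellum were Cacna1h, Cacnb2 and Cacng3, and Cacna1d was higher. For potassium channel subunits the regions did not differ (median difference 0.095, adjusted p = 0.579, and −0.044 with a minimum mean of 100 normalized counts). From the GO terms that the lower DEGs of both regions have in common, the paper proposes synaptic dysfunction as a signature shared by cortex and cerebellum.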

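Developmental transcription factors, which the paper's terms of system development and neuron differentiation cover in part, had a median LFC of −0.11 in the SCA1 KI cerebellum (137 genes, adjusted p = 0.0164 with camera, 0.0857 with fry), with 17 lower DEGs. The median was −0.077 without WT library 2 and no longer passed (adjusted p = 0.120), nor did it with a minimum mean of 100 normalized counts (−0.035, adjusted p = 0.156). With the trend on transcript length and GC content removed the median was −0.00046, and the family passed (adjusted p = 6.32e-04 with camera). The LFC of this family differed between the regions (median difference 0.27, adjusted p = 1.10e-04 with camera, 0.0419 with fry), by 0.12 without cortical SCA1 KI library F, by 0.40 without cortical SCA1 KI library A and by 0.071 with a minimum mean of 100 normalized counts (adjusted p = 0.00819). No developmental factor was a higher DEG in both regions, and 4 were higher in both at an unadjusted p under 0.05. Zinc finger genes had a cerebellar median LFC of 0.075 (372 genes, adjusted p = 7.84e-06 with camera, 0.0857 with fry), 0.047 without WT library 2 and 0.14 with the trend removed. Zfp583 and Zfp963 were higher DEGs and Zfp831 and Zfp467 lower. None was a higher DEG in both regions, and 12 were higher in both at an unadjusted p under 0.05. Chromatin regulators had a median LFC of 0.071 (120 genes, adjusted p = 2.50e-04 with camera, 0.248 with fry), 0.028 without WT library 2 and likewise 0.14 with the trend removed. Among them Cbx8, singled out after its values were seen, was a higher DEG in both regions.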

(Figure S6A, Table S5).

We also identified region-specific differences in transcriptional alterations. 

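Serotonin and dopamine receptor genes had a median LFC of −1.02 in the SCA1 KI cerebellum (15 genes, adjusted p = 3.17e-07 with camera, 0.0175 with fry), and all 15 had an LFC below 0. Without WT library 4 the median was −1.74. The DEGs among them were Htr1a, Htr2a, Htr4, Htr5b and Htr7, named after their values were seen. Htr1a (chromosome 13, 105443639 to 105448122, GRCm38) had 211 ± 126 normalized counts in the WT cerebellum and 16.6 ± 5.11 in the SCA1 KI cerebellum (SD, n = 3 each), an LFC of −3.47 (standard error 0.33, adjusted p = 6.88e-05 from limma). Its WT libraries held 352 in library 2, 111 in library 4 and 170 in library 6. Within the WT cerebellum 9 of the 15 receptor genes had this order of the libraries, 2 above 6 above 4, against 23.0% of all tested genes. A list of midbrain marker genes and the depth of these libraries have the same order. Midbrain tissue in the WT cerebellum libraries is thus a candidate explanation of the lower receptors and was not excluded. In the cortex the receptors had a median LFC of −0.58 that did not pass (adjusted p = 0.0997), −0.055 without SCA1 KI library A, −0.37 without WT library B and −0.14 with a minimum mean of 100 normalized counts (adjusted p = 0.329), and Htr2a, Drd4 and Htr1b were lower DEGs. It passed in the cortex fitted on its own (adjusted p = 0.0103), with the trend on transcript length and GC content removed (adjusted p = 0.0336) and without cerebellar WT library 4 (adjusted p = 0.0492), and under no other setting that kept all libraries. The regions differed in this family with camera (median difference 0.33, adjusted p = 0.0298) and not with fry (adjusted p = 0.362). Without cerebellar WT library 2 the difference was −0.021 (adjusted p = 0.176) and without cerebellar SCA1 KI library 3 it was 0.15 (adjusted p = 0.0608). It did not pass either with a pseudocount of 5 (0.17, adjusted p = 0.0583) or without any one of cortical WT libraries C and D and SCA1 KI libraries E and F (adjusted p up to 0.0877), against adjusted p from 0.0134 over the settings that kept all libraries. Other G-protein coupled receptors had a median LFC of −0.23 in the cerebellum (144 genes, adjusted p = 7.17e-08 with camera, 0.0196 with fry), with 28 lower DEGs and 3 higher, Sstr3, Gpr158 and Gpr85. In the cortex their median was −0.20 (adjusted p = 7.24e-04 with camera, 0.0292 with fry), and −0.13 without SCA1 KI library A, with 35 lower DEGs, of which 9 were lower in both regions. Their LFC did not differ between the regions (median difference 0.075, adjusted p = 0.555), and the sign of this difference changed without cerebellar WT library 2 and with a minimum mean of 100 normalized counts.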

We found that the top GO hits for downregulated DEGs that were unique to the cerebellum related to G-protein coupled receptor signaling, dopamine response, and serotonin receptor signaling, etc. (Figure 4F, Figures S4 and S5B, Table S4). In contrast, kinase regulation and phosphorylation were consistently downregulated in the SCA1 KI mouse cortex, but unchanged in the SCA1 cerebellum (Figure 4F, Figures S4 and S5C, Table S4). 

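The serine-threonine kinase family had a median LFC of 0.00085 in the SCA1 KI cerebellum (265 genes, adjusted p = 0.861 with camera). Its sign changed without WT library 2 (−0.012), without SCA1 KI library 3 (−0.0068) and with thinned reads (−0.0049). It also changed (−0.00041) with 1 gene, at the floor of 3 reads in 1 group, set to its bound. With the libraries of each region centred the median was 0.025. With the trend on transcript length and GC content removed it was 0.087 (adjusted p = 0.704 with camera), against −0.014 in the cortex. The cerebellar median of this family thus depended on the scaling, but did not pass under either setting. Of its genes, 12 were lower DEGs in the cerebellum and 1, Map3k5, was higher, and 8 were lower DEGs in both regions. The difference between the regions passed with camera (median difference −0.083, adjusted p = 0.00629) and not with fry (adjusted p = 0.0753) or after removal of the trend on transcript length and GC content (adjusted p = 0.0529), where the adjusted p with camera was as low as 0.00337 over the other settings that kept all libraries.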

Among the upregulated DEGs, cell morphogenesis and transcription regulation were specific to the SCA1 KI mouse cerebellum and the cortex, respectively (Figure S6B,C, Table S5). 

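Axon guidance and adhesion genes, taken for the term of cell morphogenesis, had a median LFC of −0.067 in the SCA1 KI cerebellum (88 genes, adjusted p = 0.159 with camera), which passed without WT library 4 (−0.10, adjusted p = 0.0252), fell in size to −0.021 without WT library 2 and turned to 0.0071 with the trend on transcript length and GC content removed (adjusted p from 0.0796 to 0.474 over the settings that kept all libraries). Cdh7, Slit3, Epha7, Sema3a and Cdh8, named after their values were seen, were higher DEGs and 12 were lower. The share of higher DEGs exceeded that of the other genes (Fisher's exact test, adjusted p = 0.0129). In the cortex the median of this family was −0.16 (adjusted p = 0.0193 with camera, 0.112 with fry), with 19 lower and 5 higher DEGs. There it no longer passed without WT library B (−0.10, adjusted p = 0.151), without SCA1 KI library A (−0.036, adjusted p = 0.491), with the trend removed (−0.024, adjusted p = 0.227) or with a minimum mean of 100 normalized counts (−0.16, adjusted p = 0.0539). The regions did not differ in this family (median difference −0.062, adjusted p = 0.386), nor in zinc finger genes (median difference 0.012, adjusted p = 0.895), and the sign of both differences changed when single libraries were left out.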

Given previous literature investigating kinases in SCA1 [46,47,48], including region-specific targeting of kinases as a potential effective therapeutic approach [48], we further investigated this change in gene expression. 

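Of the 61 kinases that Fig. 5A shows as downregulated in the cortex, 60 were lower DEGs in the SCA1 KI cortex, all but Mapk11 (LFC −0.37, adjusted p = 0.0597), and all 61 had an adjusted p under 0.05 when adjusted over the list alone. The study chose this list on the same libraries, so the latter count is not independent evidence. Their median LFC was −0.45 in the cortex, from −2.16 to −0.25, and −0.044 in the cerebellum, from −1.58 to 0.99. In the cerebellum 7 of them were lower DEGs (Kalrn, Camk2a, Camkk1, Camk2g, Pak6, Camk1d and Stk32c) and Map3k5 was a higher DEG; 8 passed when adjusted over the list alone, and 17 had an unadjusted p under 0.05. The interaction passed its threshold in 29 of the 61, and in 47 when adjusted over the list alone. Within the WT cerebellum the 7 lower DEGs other than Kalrn were highest in library 2, then 6, then 4. A list of midbrain marker genes has the same order, so tissue content is not excluded for them. Camk2g was not a DEG in the cerebellum fitted on its own (adjusted p = 0.0666), with the trend on transcript length and GC content removed (adjusted p = 0.0811) or without any one of the 3 cerebellar SCA1 KI libraries or WT library 2 or 6 (adjusted p up to 0.125). Stk32c was not a DEG in the cortex without WT library D (adjusted p = 0.0694) or SCA1 KI library F (adjusted p = 0.0584). Pak6 had the lowest cerebellar LFC, −1.58 (adjusted p = 1.10e-04), and Map3k5 an LFC of 0.57 (adjusted p = 0.00776), with an interaction in both (adjusted p = 0.0312 for Pak6 and 0.00145 for Map3k5). Of the 31 kinases that Fig. 5A shows as upregulated, 24 were higher DEGs in the cortex, 30 when adjusted over the list alone, with a median LFC of 0.38. In the cerebellum their median was 0.016, Dgkk was the 1 DEG and was lower (LFC −3.45, adjusted p = 0.00329), 3 passed when adjusted over the list alone and 7 had an unadjusted p under 0.05. The interaction passed in 6 of the 31, and in 18 when adjusted over the list alone.
Camkk2 (chromosome 5, 122731170 to 122779409, GRCm38), which ranked 4 by p among these kinases in the cortex, had 18284 ± 898 normalized counts in the WT cortex and 7498 ± 664 in the SCA1 KI cortex (SD, n = 3 each), an LFC of −1.29 (standard error 0.11, adjusted p = 1.60e-05 from limma). In the cerebellum it had 10769 ± 1952 and 8849 ± 466, an LFC of −0.27 (adjusted p = 0.237), which did not pass. Without WT library 2, whose count was 8527, the cerebellar LFC was −0.43 and passed (adjusted p = 0.0100), against an adjusted p of 0.142 to 0.338 over the settings that kept all libraries. Prkcb (chromosome 7, 122288751 to 122634402), which ranked 8, had 67758 ± 4091 and 35568 ± 5239 in the cortex, an LFC of −0.94 (standard error 0.099, adjusted p = 5.64e-05), and 24582 ± 2447 and 26971 ± 552 in the cerebellum, an LFC of 0.14 (adjusted p = 0.546). The LFC differed between the regions for Camkk2 (difference −1.02, standard error 0.16, adjusted p = 0.00220) and for Prkcb (difference −1.08, standard error 0.14, adjusted p = 8.84e-04). With exact permutation tests on single genes, 2-sided, p was 0.1 in the cortex for both genes, and 0.4 for Camkk2 and 0.1 for Prkcb in the cerebellum, where 0.1 is the smallest p that 3 libraries against 3 allow.

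**Figure D2:**
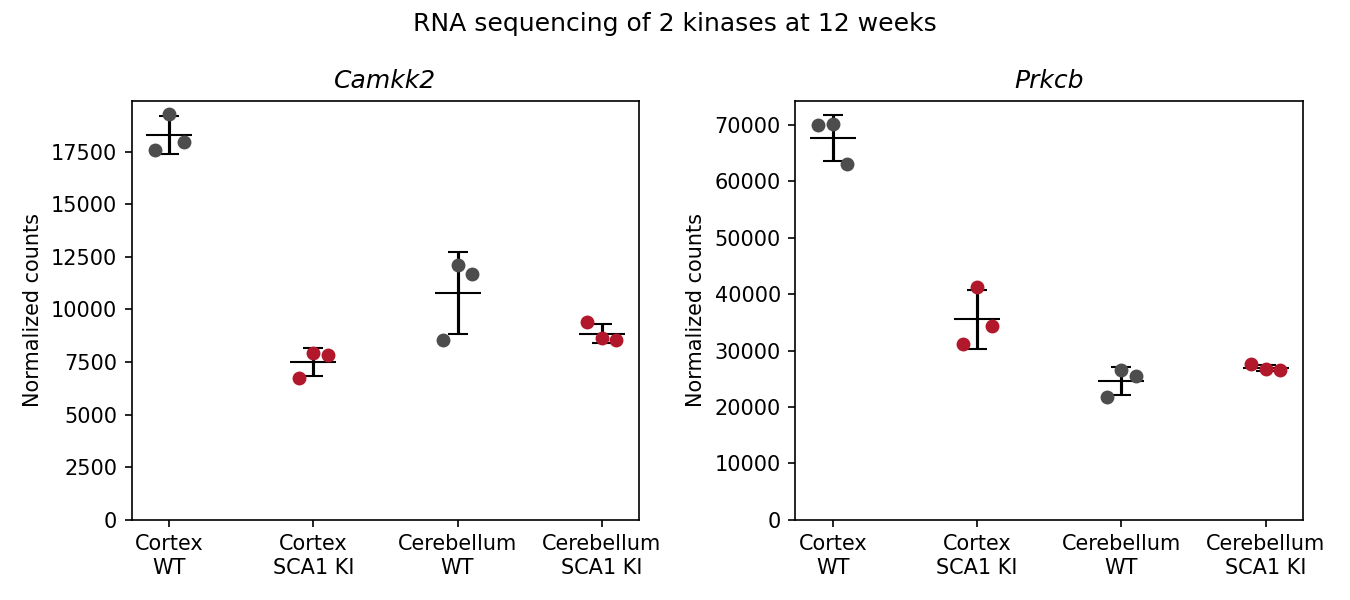
Normalized counts of Camkk2 and Prkcb (vertical axes) in each library of the 4 groups (points), with the mean of each group and its SD (n = 3). In the cortex the SCA1 KI libraries of both genes lie below every WT library, and in the cerebellum WT library 2 of Camkk2 (8527) lies at the level of the SCA1 KI libraries.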

We confirmed a significantly altered expression of serine-threonine kinases in the SCA1 KI mouse cortex that was not observed in the cerebellum (Figure 5A). We validated that this downregulation was observed only in the SCA1 KI mouse cortex and not the cerebellum at 12 weeks for a subset of kinases, specifically *Camkk2* and *Prkcb*, as these were among the top 10 differentially expressed kinases in the cortex (Figure 5B–D). Taken together, these data suggest that there are region-specific and shared cross-regional molecular changes occurring in the SCA1 KI mouse brain (Figure 4, Figure 5 and Figure 6, Figures S4 and S5). 

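Of the 10 gene families, 5 had an LFC that differed between cortex and cerebellum with camera (serine-threonine kinases, synaptic transmission, calcium channels, serotonin and dopamine receptors, and developmental factors), and 3 of these also with fry. As many families passed with camera in 63 of 100 drawn splits of the libraries within both regions, the real one included. Chromatin regulators did not differ (median difference −0.069, adjusted p = 0.169, and 0.125 to 0.886 over the settings that kept all libraries) except without cortical WT library D (−0.11, adjusted p = 0.0149), cortical SCA1 KI library E (−0.10, adjusted p = 0.0468) or cerebellar WT library 6 (−0.089, adjusted p = 0.0495). Potassium channel subunits and other G-protein coupled receptors passed in both regions, in the same direction and under both tests. From the shared and the region-specific GO terms and the kinases, the paper proposes that part of the molecular changes in the SCA1 KI brain is shared between the regions and part is specific to one.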

## 4. Discussion

In an effort to further understand the functional impact of mutant ataxin-1 expression in broad brain regions in SCA1, we characterized cortex-specific changes in the SCA1 KI mouse model as this region has been largely understudied, and performed a cross-regional comparison of the transcriptomic changes between brain regions of the cortex and cerebellum. We identified region-specific pathological and molecular changes in SCA1, including progressive cortical thinning, protein aggregation and colocalization of p62 with ataxin-1 nuclear inclusions, as well as common and cortex-specific transcriptomic alterations, including regulation of kinase activity.

Importantly, we observed progressive cortical shrinkage in the SCA1 KI mouse motor cortex, which is consistent with the cortical thinning observed in human SCA1 patients [12,42]. Our data suggest that this shrinkage may be due to neuronal atrophy, rather than significant neuronal loss even at 30 weeks in SCA1 KI mice. Further research investigating the progression of this phenotype at later time points would be insightful, as well as investigation into greater detail of how unique cortical neuron subtypes might be differentially affected during SCA1 disease initiation and progression, as certain populations may have differential responses to mutant ataxin-1 expression compared to others. Further, we did not observe significant astro- or micro-gliosis in the SCA1 motor cortex at 12 or 30 weeks, although we saw a trending increase in microglia density at 12 weeks. Interestingly, gliosis is observed in the SCA1 KI mouse cerebellum and inferior olive at these time points [27,40]. Region-specific differences in gliosis [27], and the functional impact of gliosis towards neuronal health and pathology is an interesting area of future study. It is worth mentioning that our data cannot exclude the possibility of glial subtypes being differentially affected in the cortex, as our findings are based on pan-astrocyte (Gfap) and microglia (Iba1) markers. Additionally, in this study we investigated the SCA1 mouse motor cortex, primarily layers 2/3 and 5. Thus, it is possible that other cortical areas and layers may have diverse or different responses to mutant ataxin-1 expression. 

We observed differential region-specific aggregation and colocalization of p62 with ataxin-1 nuclear inclusions. Colocalization of p62 aggregates with ataxin-1 nuclear inclusions was observed in the SCA1 KI mouse cortex, hippocampus, and striatum, but not in the cerebellum or brainstem. Interestingly, this colocalization occurred in a polyQ-dependent manner in N2A cells in vitro. The functional impact of this colocalization is of interest, especially given that the regulation and role of p62 has been quite well studied in other neurodegenerative disease, including Alzheimer’s disease (AD) [49], Parkinson’s disease (PD) [50,51], Huntington’s disease (HD) [52], amyotrophic lateral sclerosis (ALS), spinocerebellar ataxias (SCAs) [44,53], as well as various cancers [54,55,56]. P62, encoded by *SQSTM1*, is a scaffold protein known to promote degradation of ubiquitinated proteins, and therefore thought to have protective functions by promoting clearance of protein aggregates [54,57]. Therapeutic compounds targeting autophagy, including rapamycin and metformin [54,58,59,60,61,62,63,64,65], have shown some promise in neurodegenerative diseases. Rapamycin that inhibits mTOR and enhance autophagy has been reported to be beneficial in models of AD [59,60,61], HD [62,63,64], but detrimental in ALS models [65]. In SCA1 specifically, an in vitro study found that p62 played a positive role in regulating clearance of mutant ataxin-1 protein [44]. In addition to autophagy, p62 is also known to play roles in nucleo-cytoplasmic shuttling, regulation of inflammation, and oxidative stress [54,55,66,67]. Given this wide range of functions of p62, and its progressive, region-specific distribution in the SCA1 KI mouse model, further investigation into the role of p62 in SCA1 progression would be of interest. 

Our bulk RNA sequencing of the whole SCA1 KI mouse cortex was performed at 12 weeks, as this is considered to be an early to-intermediate stage of disease progression in SCA1 KI mice, with motor and cognitive impairments observed, as well as gliosis and nuclear inclusions, but no major cellular loss in the cerebellum [10,27,40,41]. We selected an early to-intermediate stage rather than an end-stage of disease progression in order to avoid any potential distorted transcriptional alterations that may be due to substantial cell loss. Further, this 12-week time point aligns with previously generated bulk RNA sequencing data of the SCA1 cerebellum [27], and allowed for a cross-regional comparison between these two brain regions. Our bulk RNA sequencing analyses of the whole SCA1 KI mouse cortex identified a large number of transcriptomic changes occurring in the cortex at 12 weeks, including hits relating to synapse function, transcription regulation, and kinase activity, etc. The functional impact of these changes, whether they are pathogenic, protective, or secondary to disease progression still requires further investigation. Interestingly, in our cross-regional comparison between the cortex and cerebellum, we observed a larger degree of transcriptomic changes in the cortex compared to the cerebellum, with a subset of genes overlapping across brain regions. This suggests that there are significant changes occurring in the SCA1 KI cortex, and how these changes are involved in disease progression is an important area of further investigation. To understand how these two brain regions might be differentially or similarly impacted in SCA1, we compared the top GO hits across cortex to cerebellum, and observed shared GO hits relating to synaptic transmission and cell to cell signaling, suggesting that these may be commonly affected across brain regions in SCA1. In contrast, dysregulation, in particular downregulation, of serine-threonine kinases was observed in the SCA1 KI cortex, with no significant changes in the cerebellum. The functional impact of this remains unknown; however, it is of particular interest given previous research in SCA1, showing inhibition or reduction in several kinases to be sufficient to rescue pathology in the cerebellum and brainstem [46,47,48]. Once again, it remains unclear at this moment what the functional impact of kinase reduction in the cortex is; for example, whether this is pathogenic, compensatory, or neutral to SCA1 pathology. 

Lastly, our present study describes pathological and molecular changes in the SCA1 KI mouse cortex and clearly suggests that the cortex is indeed affected in this SCA1 mouse model. Importantly, SCA1 patients also experience a wide range of symptoms related to cortex. These include cognitive impairment and memory decline, specifically executive dysfunction, impaired verbal memory, and decreased visuospatial performance, which tends to correlate with ataxia symptoms [4,5,6,7]. The functional impact of these cortex-specific and shared molecular or pathological changes, and how these may contribute towards clinical symptoms in patients, remain an important area of future studies, as this may aid in developing more effective therapeutic targets to improve patient outcomes. 

## Figures and Tables

**Figure 1:**
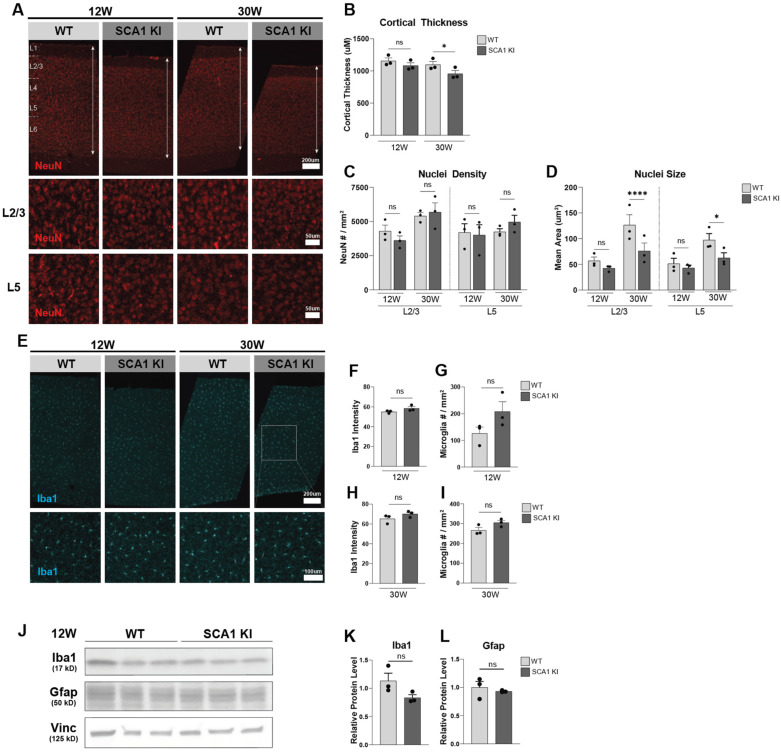
Progressive cortical thinning in the SCA1 KI mice. (**A**) Representative images of NeuN-positive neurons in 12-week and 30-week WT and SCA1 KI motor cortex, with insets of layers 2/3 and 5 (Scale bar top panel 200 μm, middle and bottom panel insets 50 μm), quantified in (**B**–**D**). (**B**), Quantification of cortical thickness in SCA1 KI and WT littermate controls at 12 and 30 weeks. (**C**,**D**), Quantification of NeuN-positive neuron number per mm^2^ (**C**) and nuclei area (**D**) in SCA1 KI and WT littermate controls at 12 and 30 weeks in cortical layers 2/3 and 5 (n = 3 animal per genotype, with 3 images per animal). (**E**), Representative images of Iba1-positive microglia in 12-week and 30-week WT and SCA1 KI motor cortex (scale bar top panel 200 μm, bottom panel inset 100 μm), quantified in (**F**–**I**). (**F**,**G**), Quantification of Iba1-positive microglia intensity (**F**) and number per mm^2^ (**G**) (*p*-value = 0.1339) in 12-week SCA1 KI cortex, compared to WT controls. (**H**,**I**), Quantification of Iba1-positive microglia intensity (**H**) and number per mm^2^ (**I**) in 30-week SCA1 KI cortex, compared to WT controls (n = 3 animal per genotype, with 3 images per animal). (**J**), Western blot images of Iba1 and Gfap protein expression in SCA1 KI and WT cortex at 12 weeks, with Vinculin (Vinc) as a loading control. (**K**,**L**), Quantification of Iba1 (**K**) and Gfap (**L**) protein expression levels from (**J**), normalized to Vinculin and WT expression levels, (n = 3 animal per genotype). (* *p* < 0.05, **** *p* < 0.0001, ns = not significant).

**Figure 2:**
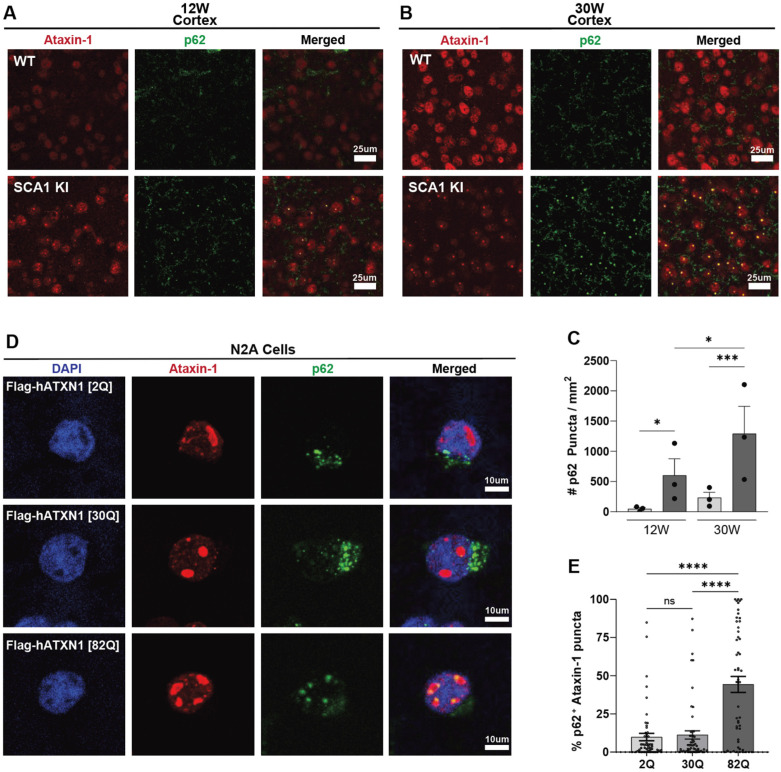
p62-positive aggregates are progressively upregulated and colocalize with ataxin-1 nuclear inclusions in the SCA1 KI mouse cortex. (**A**,**B**), Representative images of SCA1 KI and WT control motor cortex at 12-weeks (**A**) and 30-weeks (**B**), stained with ataxin-1 [11NQ] antibody (red) to label ataxin-1 nuclear inclusions and with p62 (green), scale bar 25 μm, quantified in (**C**). (**C**), Quantification of p62 puncta per mm^2^ in the WT and SCA1 KI mouse motor cortex and 12- and 30-weeks (n = 3 animal per genotype, with 3 images per animal). (**D**), Representative images of N2A cells transfected with human Flag-hATXN1 [2Q] (top row), Flag-hATXN1 [30Q] (middle row), and Flag-hATXN1 [82Q] (bottom row), stained with DAPI (blue), ataxin-1 [11NQ] (red), and p62 (green) (scale bar 10 μm), quantified in (**E**). (**E**), Quantification of p62-positive puncta colocalizing with ataxin-1 nuclear inclusions, plotted as % of cells with p62-positive ataxin-1 puncta, by polyQ length of *ATXN1* plasmid (n = 50 cells per condition). (* *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001, ns = not significant).

**Figure 3:**
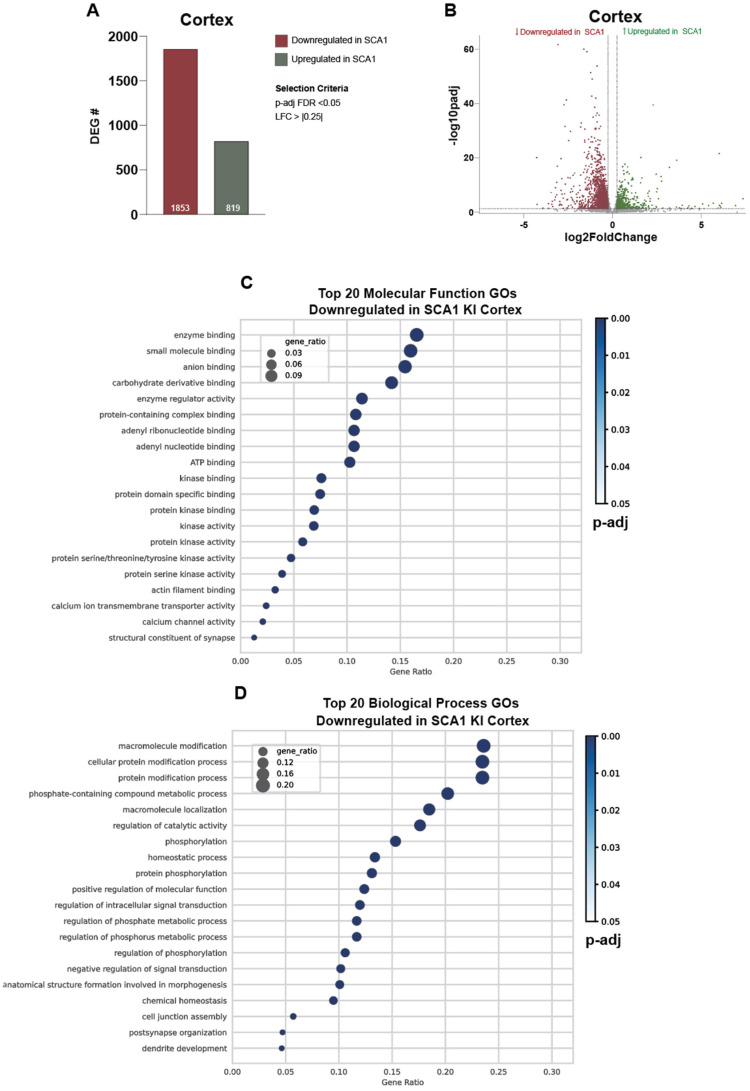
Transcriptomic alterations in the SCA1 KI mouse cortex at 12 weeks. (**A**), Number of up- and down-regulated DEGs in the SCA1 KI mouse cortex compared to WT littermate controls at 12 weeks. Genes with an FDR adjusted *p*-value < 0.05 and a log2fold change > |0.25| were considered significant. (**B**), Volcano plot of up- and down-regulated DEGs in the SCA1 KI mouse cortex, with significance cutoffs indicated. (**C**,**D**), Top 20 Molecular Function (**C**) and Biological Process (**D**) GO terms for down-regulated genes in the SCA1 KI mouse cortex. Top 20 GO terms are plotted by gene ratio, with circle color indicating adjusted *p*-value, and circle circumference indicating gene-ratio, or the ratio of DEGs identified within the listed GO term.

**Figure 4:**
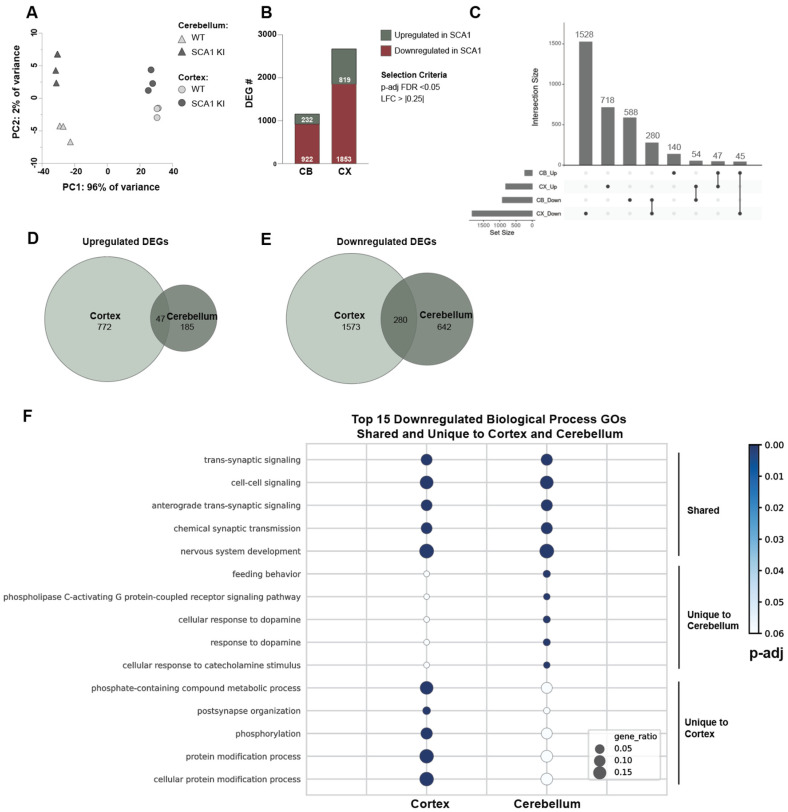
Regional comparison of shared and unique disease signatures between SCA1 KI mouse cerebellum and cortex at 12 weeks. (**A**), PCA plot of bulk RNA sequencing samples, showing samples cluster by region (shape) and genotype (color). (**B**), Number of DEGs that are up- and down-regulated in the SCA1 KI relative to WT for the cerebellum (CB) and cortex (CX). Genes with an FDR adjusted *p*-value < 0.05 and a log2foldchange > |0.25| were considered significant. (**C**), Upset plot showing number of up- and down-regulated DEGs shared across conditions. Set size indicates number of DEGs per condition, and intersection size indicates number of DEGs overlapping with indicated nodes. (**D**,**E**), Venn diagram indicating number of upregulated (**D**) and downregulated (**E**) DEGs that are unique to each region and shared across the cerebellum and cortex. (**F**), Top 15 Biological Process GO terms for downregulated DEGs in the SCA1 KI cerebellum and cortex that are shared across cerebellum and cortex (top), unique to the cerebellum (middle), and unique to the cortex (bottom). GO terms are plotted with circle color indicating FDR adjusted *p*-value, and circle size indicating gene ratio.

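In a principal component analysis of log2(normalized count + 1) over the 500 genes with the highest variance, component 1 held 90.7% of the variance and separated the 6 cortex libraries from the 6 cerebellum libraries. Component 2 held 3.50% and separated the genotypes in the cerebellum, where WT libraries scored −21.9 to −12.0 and SCA1 KI libraries 8.43 to 18.8. In the cortex the scores of the genotypes on component 2 overlapped, with −0.85 to 4.66 for WT and −7.09 to 4.45 for SCA1 KI. Component 3 held 2.03% and separated the genotypes in the cortex (10.5 to 14.0 for WT, −15.0 to −9.70 for SCA1 KI). Over all tested genes components 1, 2 and 3 held 84.1%, 4.31% and 3.84%, and with a pseudocount of 5 they held 93.5%, 2.92% and 1.46%.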

**Figure 5:**
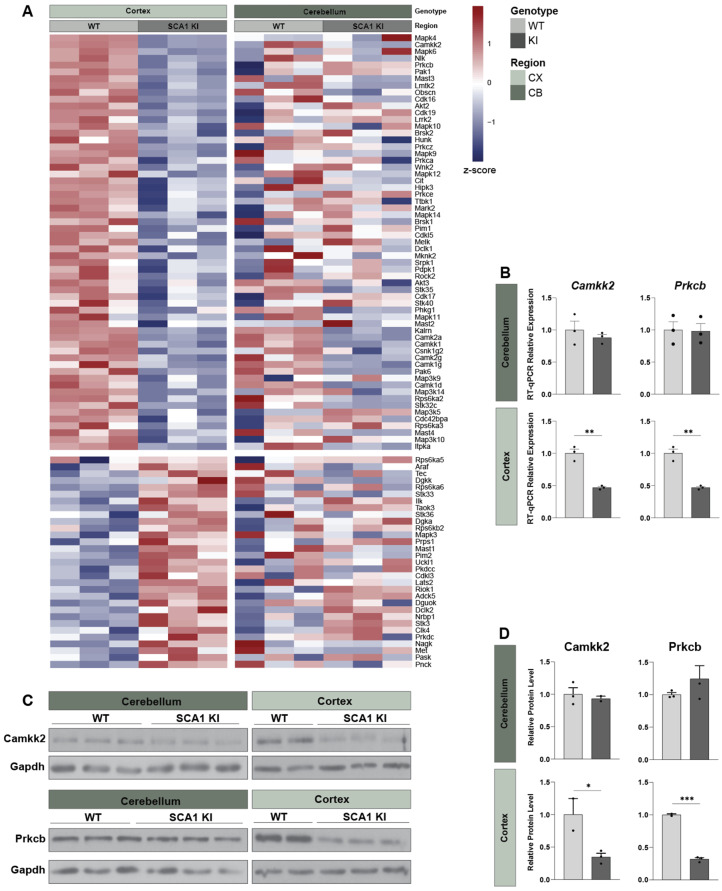
Cortex-specific downregulation of kinases in SCA1 KI mice. (**A**), Heatmap of downregulated (top panel) and upregulated (bottom panel) serine-threonine kinases (GO Term GO:0106310) in the SCA1 KI mouse cortex (left panel), relative to WT littermate controls, showing no consistent up- or down-regulation in the SCA1 KI mouse cerebellum (right panel). Cell color indicates Z-score scaled by row and region. (**B**), RT-qPCR validation of *Camkk2* and *Prkcb* mRNA expression levels in the 12-week SCA1 KI mouse cerebellum and cortex, normalized to housekeeping genes *Gapdh, Hprt,* and *ActB*, relative to WT littermate controls. (**C**), Western blot images of Camkk2 and Prkcb, with Gapdh as a loading control using the 12-week SCA1 KI mouse cerebellar or cortical protein extracts, quantified in (**D**). (**D**), Relative protein level of Camkk2 and Prkcb in the 12-week SCA1 cerebellum and cortex, normalized to Gapdh and relative to WT littermate controls (n = 3 per genotype). (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 6:**
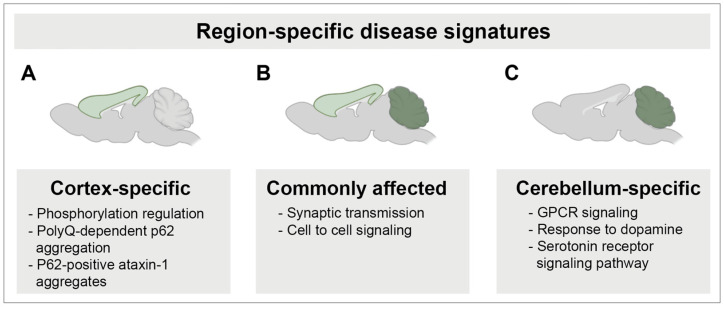
Schematic of shared and region-specific changes observed in the SCA1 KI mouse cortex and cerebellum during early stage of the disease at 12 weeks. (**A**), Cortex-specific changes observed in the SCA1 KI mice include region-specific differences in p62 aggregation colocalizing with ataxin-1 nuclear inclusions, and phosphorylation regulation. (**B**), Shared SCA1 disease signatures include synaptic transmission and cell to cell signaling. (**C**), Cerebellum-specific changes identified in the SCA1 KI mice include GPCR signaling, response to dopamine, and serotonin receptor signaling pathway.

## Data Availability

RNA sequencing data have been deposited in GEO under accession # (GSE211678).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11172632/s1, Figure S1: Supplement to Figure 2, Colocalization of p62 with ataxin-1 nuclear inclusions across SCA1 brain regions; Figure S2: Supplement to Figure 3, Gene Ontology (GO) analysis of the SCA1 KI mouse cortex at 12 weeks; Figure S3: Supplement to Figure 4, Heatmap of top 20 DEGs across SCA1 KI mouse cortex and cerebellum at 12 weeks; Figure S4: Supplement to Figure 4, Top Molecular Function (MF) GO terms for downregulated DEGs of the SCA1 mouse cortex and cerebellum; Figure S5: Supplement to Figure 4, Top Biological Process GO terms for downregulated DEGs of the SCA1 KI mouse cortex and cerebellum; Figure S6: Supplement to Figure 4, Top Biological Process GO terms for upregulated DEGs of the SCA1 KI mouse cortex and cerebellum; Table S1: Supplement to Figure 3 and Figure 4, DEG list of the SCA1 KI mouse cortex and cerebellum at 12 weeks; Table S2: Supplement to Figure 3, Gene Ontology terms of downregulated DEGs in the SCA1 KI mouse cortex at 12 weeks, generated using g:Profiler; Table S3: Supplement to Figure 3, Gene Ontology terms of upregulated DEGs in the SCA1 KI mouse cortex at 12 weeks, generated using g:Profiler; Table S4: Supplement to Figure 4, Shared and unique Gene Ontology (GO) terms of the SCA1 KI mouse cortex and cerebellum at 12 weeks for downregulated DEGs in each region, generated using g:Profiler; Table S5: Supplement to Figure 4, Shared and unique Gene Ontology (GO) terms of the SCA1 KI mouse cortex and cerebellum at 12 weeks for upregulated DEGs in each region, generated using g:Profiler.

How the deposited data were processed for this re-analysis (not part of the article)

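Poly-adenylated RNA of whole cortex and whole cerebellum from SCA1 KI and WT mice at 12 weeks of age was analysed in 12 libraries, 3 in each of the 4 groups of region and genotype. The authors sequenced the libraries as paired ends, aligned the reads with STAR to mm10, counted them on genes with featureCounts and normalized them with DESeq2, and deposited 1 table of normalized counts per gene and library, whose signal is the number of reads divided by a size factor of the library. In every library 100% of the values came out as whole reads, which were recovered for DESeq2 and edgeR. The library columns name region and genotype but no replicate of the labels. The labels list males, and the methods of the paper males and females combined.

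The table holds 15759 entries, of which 390 had a mean under 10 normalized counts, leaving 15369 tested genes. One symbol occurs more than once, and some symbols had been turned into dates by spreadsheet software. Coordinates and overlaps are from GENCODE vM21 on GRCm38, which matched 15009 of 15758 symbols. Reads of overlapping genes were not separated further. Reads on genes ranged from 29520855 to 51311309 per library, and the 10 most abundant genes took 2.44% to 4.25% of them. Pairs of replicates differed beyond sampling noise (chi-square per gene 7.43 to 36.0), so no library was counted as a copy of another.

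The comparisons were fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend on the mean) on log2(normalized count + 1), with 12 libraries and 4 group means, giving SCA1 KI against WT in each region and the difference between the regions. Adjusted p are Benjamini-Hochberg values, and DEGs had an adjusted p under 0.05 and an absolute LFC over 0.25. A fold change on this scale understates the change of genes with low counts. Where all libraries of a group lay at or under 3 reads, folds are given as bounds. Families of genes were defined by gene symbol and tested with camera (preset correlation 0.01), fry and camera with an estimated correlation. GO annotation was not used here. Exact permutation tests were 2-sided.

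The genes named were set by a rule fixed before the data were examined: every gene the paper names (Atxn1, Camkk2, Prkcb, Sqstm1, Aif1, Gfap and Rbfox3), in each region the 5 genes with the smallest p in each direction among DEGs whose libraries did not overlap between the genotypes, among DEGs of both regions the 3 with the smallest larger p in each combination of directions, the kinases of Fig. 5A that were DEGs in the cerebellum, Xist and 4 genes of the Y chromosome, and 15 lists of marker genes (midbrain, striatum, thalamus, cortical excitatory neurons, forebrain interneurons, hippocampus, cerebellar granule cells, Purkinje cells, choroid plexus, blood, immediate early genes, oligodendrocytes, astrocytes, microglia and endothelium). The marker lists were written after the gene lists of the paper's Table S1 had been read. Some genes that meet this rule are not reported here. Other genes named were chosen after their values were seen, as stated beside them.

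Alternatives set before the data were examined were pseudocounts of 0.5 and 5, no filter, a minimum mean of 100, each region fitted on its own, centring on the median of the region, edgeR 4.0.16 (quasi-likelihood test), DESeq2 1.42.0, no limit or a limit of 1 on the absolute LFC, 2 other settings of the principal component analysis, and 12 fits that each left out 1 library. Removal of each library's trend on transcript length and GC content, and thinning of the reads to 29520855 per library, were added after the data were seen. On simulated counts with 200 changed genes, limma recovered 93.5%, edgeR 93.5% and DESeq2 95% of them and called 9, 8 and 25 of 15169 unchanged genes. These genes were changed in the cortex alone and drawn from a higher mean count than the filter. The raised ones had a median LFC of 1.01 with limma, so the recovery does not cover smaller changes. RT-qPCR, protein and histology were not analysed here.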

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

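The tests of the order of libraries in the WT cerebellum, of the receptors, of libraries A and E and of the lower share were chosen after the results were seen, as were removal of the trend on transcript length and GC content, thinning of the reads, the splits of the family differences over both regions and the limits these tests were read by.

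In 1253 genes the LFC of SCA1 KI against WT differed between cortex and cerebellum. Of 100 drawn splits of the libraries within both regions, the real one included, 2 gave as many genes; the other of these is the real grouping with the cerebellar labels exchanged, so it carries the same effects. The splits left after these gave at most 842 genes. Same-direction DEGs were as many in 1 of the 100 splits and opposite-direction DEGs in 2, for the same reason. Within a region, 1 of the 10 splits (the real one) gave as many DEGs in the cortex and 1 in the cerebellum, and the same held for the kinases of Fig. 5A (1 and 1), where 10 splits cannot give a share under 0.1. The interaction was found in 1475 genes with the trend on transcript length and GC content removed and in 1188 with thinned reads, which argues against either as the whole source. It was found in 783 genes without cerebellar SCA1 KI library 1, in 833 without library 3, and in at most 1267 without any single library. The genotypes were compared on separate dissections in each region, so a difference in dissection cannot be excluded by these counts, and a biological difference between the regions stays open and untested.

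For DEGs within a region, a trend on transcript length and GC content was not the whole source, since 2340 cortical and 1123 cerebellar DEGs were found after its removal among 14639 genes, nor was depth, with 2317 and 776 DEGs on thinned reads. Such a trend is a candidate for the excess of lower DEGs. Their share fell from 69.2% to 56.0% in the cortex and from 82.9% to 52.2% in the cerebellum. In the cerebellum this came mainly from higher DEGs, which rose from 141 to 537, while lower ones fell from 683 to 586. In the cortex higher DEGs rose from 741 to 1029 and lower ones fell from 1661 to 1311. Removal also moved the median LFC of the tested genes from −0.0049 to 0.075 in the cerebellum and from −0.0028 to 0.027 in the cortex. Such a shift alone changes the balance of directions, so the shares cannot decide for the trend. Removing a trend can also remove differences of biology that go with length or GC content, so the trend stays a hypothesis.

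In 5 families the LFC differed between the regions: serine-threonine kinases (median difference −0.083), synaptic transmission (−0.23), calcium channels (−0.32), serotonin and dopamine receptors (0.33, but 0.17 with a pseudocount of 5, −0.021 without cerebellar WT library 2, 0.15 without cerebellar SCA1 KI library 3 and 0.53 without cerebellar WT library 4) and developmental factors (0.27, but 0.12 without cortical SCA1 KI library F, 0.40 without library A and 0.071 with a minimum mean of 100). Synaptic transmission, calcium channels and developmental factors also passed with fry. None passed with an estimated correlation, where none had an unadjusted p under 0.05 (0 of 10). Within regions, 4 of 10 splits of the cortex libraries and 5 of 10 of the cerebellum libraries gave as many families as the real grouping, the real one included, where 10 splits cannot give a share under 0.1. For the differences between the regions, 63 of the 100 drawn splits gave 5 or more families. Every other split within a region mixes the genotypes unequally and so keeps part of their difference. The splits therefore cannot tell an effect of genotype from genes that vary together between libraries. The numbers of families are not evidence of such an effect.

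Among named genes of opposite direction, the difference between the regions was 9.35 for Pou4f1, 10.46 for Shox2 (a fitted value that depends on the pseudocount, since the WT cortex held no reads) and 4.17 for Tal1, against −1.26 for Col19a1, −0.96 for Nyap2 and −0.94 for Sv2b. For the 29 genes higher in the cortex and lower in the cerebellum, a candidate explanation of the cerebellar part alone is midbrain tissue in the WT cerebellum libraries, which cannot raise these genes in the SCA1 KI cortex. The midbrain list ranks these libraries 2, 6, 4, and 23 of the 27 genes outside the list followed that order (21 with thinned reads), against 23.0% of all tested genes. The depth of the libraries has the same order. Among the receptors 9 of 15 followed it (8 with thinned reads), so midbrain tissue is a candidate for their lower cerebellar level too. The order was also followed by 440 of 677 lower cerebellar DEGs outside the list (65.0%), so it is not particular to these genes. Midbrain tissue in the WT libraries could give the same order across lower DEGs, so this does not count against it. In the SCA1 KI cortex, the list's order by the median of its genes (F, E, A) was followed by 8 of 27, against 20.5% of all genes (binomial p = 0.172), and its order by the mean (F, A, E) by 9 of 27, against 9.11% (binomial p = 4.40e-04); the choice of score had not been fixed and genes are not independent, so midbrain tissue in the SCA1 KI cortex cannot be told apart from other sources for these genes as a set. For libraries A and E it is argued against: all 29 genes lay above every WT cortex library in both, while Pou4f2, Gata3, Pax7 and Sox14 summed to 5.91 in A and 3.04 in E, where the proportions of the WT cerebellum would need 1391 and 841 at the level of Pou4f1. Library F had 139, against 813.

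The midbrain list (18 genes, 13 tested, all expressed in the WT cerebellum and 4 in the WT cortex) had a median LFC of 1.92 in the SCA1 KI cortex, in data the paper does not discuss by tissue, and 1.32 with genes at the floor set to their bound. Without library F it was 0.49. In the cerebellum it was −1.79, and the LFC of 8 of its genes differed between the regions. Whether midbrain tissue in the WT cerebellum could lie behind the cerebellar DEGs in general stays open: the difference between WT libraries 2 and 4 went against that of SCA1 KI from WT library 6 with r = −0.30 across genes, but the same construction with SCA1 KI libraries gave −0.31, −0.19 and 0.10. A change of these genes by genotype was not excluded, as genotype and tissue content are confounded within each region.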

How the results depend on the processing

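No paired analysis was possible because the library columns carry no replicate number of the labels, so the fit with a block for the replicate was not run. The cause was not tested for any change below unless stated.

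Pseudocounts of 0.5 and 5, no filter, a minimum mean of 100, centring, edgeR, no limit on the LFC and thinned reads left every count of DEGs, of shared and opposite DEGs and of interactions within 1.5 times. With each region fitted on its own, higher DEGs changed from 741 to 393 in the cortex and from 141 to 220 in the cerebellum, and 1592 of 2402 cortical and 595 of 824 cerebellar DEGs were kept. With DESeq2, 232 genes were higher in the cerebellum, 47 higher in both regions, 54 higher in the cortex and lower in the cerebellum and 45 the reverse, with 2338 and 807 DEGs kept. With the trend on transcript length and GC content removed (chosen after the data were seen), 537 were higher in the cerebellum, 125 higher in both and 58 lower in the cortex and higher in the cerebellum, with 1839 and 688 kept, and the lower share was 56.0% against 69.2% in the cortex and 52.2% against 82.9% in the cerebellum. A limit of 1 on the absolute LFC, which admits fewer genes by construction, left 90 higher and 233 lower genes in the cortex, 9 and 303 in the cerebellum, 0 higher in both (0 also at an unadjusted p under 0.05), 32 lower in both, 13 higher in the cortex and lower in the cerebellum and 1 the reverse.

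Across the 12 fits that each left out 1 library, higher DEGs numbered 529 to 806 in the cortex and 43 (without cerebellar SCA1 KI library 1) to 195 in the cerebellum, lower DEGs 1285 to 1787 and 356 (without library 1) to 806, shared higher genes 10 (without library 1) to 41 (without cortical library A), shared lower genes 101 (without library 1) to 236, opposite DEGs 14 to 39 and 8 to 32 (the lowest without library 1) and interactions 783 (without library 1) to 1267. These fits have fewer samples by construction.

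Of the families, camera called 8, 6 and 5 in cortex, cerebellum and interaction, fry 5, 3 and 3, and camera with an estimated correlation 0, 0 and 0, where 3, 2 and 0 had an unadjusted p under 0.05. The direction changed, never past the threshold, in 22 cases. With the trend removed these were the interactions of potassium channels (0.064), zinc finger genes (−0.044) and axon guidance genes (−0.057), whose direction is that of the camera statistic and not always of the median, and Sqstm1 in the cerebellum (0.015). With a minimum mean of 100 it was other G-protein coupled receptors in the interaction (−0.0078), with fry serine-threonine kinases in the cerebellum (median 0.00085), with edgeR and DESeq2 Rbfox3 in the cerebellum (−0.0031 and −0.0021). Leaving out single libraries, the ranges that hold such a change were −0.030 to 0.010 for chromatin regulators in the cortex, −0.012 to 0.0060 for kinases in the cerebellum, and in the interaction 0.0053 to 0.17 for potassium channels, −0.011 to 0.14 for other G-protein coupled receptors, −0.026 to 0.030 for zinc finger genes and −0.16 to 0.042 for axon guidance genes. For single genes they were −0.35 to 0.092 for Aif1 and −0.14 to 0.090 for Rbfox3 in the cerebellum.

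Besides these, 43 family results under 1 setting each became weaker and 9 stronger, with 582 the same, and 19 results of single genes became weaker and 2 stronger, with 1681 the same. With 3 libraries per group, no exact test of a single gene can go below 0.1, and low-count genes such as Shox2 and Crhbp have bounds only.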

Differences from the paper's values

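A count or share is called near the paper's here when neither is more than 1.5 times the other. In the cerebellum 141 genes were higher, against the paper's 232. Of the alternatives set before the data were examined, DESeq2 gave 232, and each region fitted on its own (220) and centring (194) came near it; the others did not. Genes higher in both regions numbered 22 against the paper's 47, where DESeq2 gave 47, centring came near at 32, and the others did not. Genes higher in the cortex and lower in the cerebellum numbered 29 against the paper's 54, where DESeq2 gave 54 and no other came near. Genes of the reverse direction numbered 27 against the paper's 45, where DESeq2 gave 45, centring came near at 37, and the others did not. The shared share of higher cortical DEGs was 2.97% against the paper's 5.74%, where DESeq2 gave 5.74%, and a minimum mean of 100 (3.95%), each region on its own (6.62%) and centring (4.24%) came near.

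DESeq2 on the recovered reads gave every count of the paper (819 and 1853 in the cortex, 232 and 922 in the cerebellum, 280 lower in both, and the counts above), and DESeq2 is the tool the paper's methods name. The copy of Table S1 read here lists 1852 of the paper's 1853 lower cortical genes, and its LFC differed from this DESeq2 fit by at most 3.53e-05.

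The LFC of Crhbp in the cerebellum was −3.93 against the paper's −4.57 (standard error 0.569). DESeq2 gave −4.57, and a pseudocount of 0.5 (−4.19) and edgeR (−4.48) came within that error. The LFC of Shox2 in the cortex was 5.00 against the paper's 7.35 (standard error 1.47). DESeq2 gave 7.35, and a pseudocount of 0.5 (5.98) and edgeR (8.14) came within that error. Both genes have a group at the floor. Component 2 held 3.50% of the variance against the paper's about 2% in Fig. 4A, read by eye. A pseudocount of 5 (2.92%) came near it and using all tested genes (4.31%) did not.

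In Fig. 4A the SCA1 KI libraries lie apart from WT on component 2 in both regions, whereas here the cortex libraries overlapped on it (−0.85 to 4.66 for WT and −7.09 to 4.45 for SCA1 KI) and parted on component 3. The paper lists synaptic transmission among terms lowered in both regions. Here lower DEGs were more frequent in this family than among the other genes in the cerebellum as well (13 of 100, Fisher's exact test, adjusted p = 7.14e-04), but the family as a whole did not pass with camera in limma (median LFC −0.018, adjusted p = 0.159; 0.0062 with centring and 0.057 with the trend removed) except without WT library 2 (−0.052, adjusted p = 0.0339). The paper states that kinase regulation is unchanged in the cerebellum, and that serine-threonine kinases show no significant changes there. Its legend of Fig. 5A describes no consistent direction of these kinases in the cerebellum. Of the kinases of Fig. 5A, 9 were cerebellar DEGs here, and 13 with DESeq2, the paper's tool. Among the lower ones here, Camk2a, Camkk1, Camk2g, Pak6, Camk1d, Stk32c and Dgkk followed the order of the midbrain list within the WT cerebellum, and Kalrn did not. Tissue content of the WT libraries is thus not excluded for these 9 as a source. The paper lists system development and neuron differentiation as raised in both regions. Here developmental transcription factors had a cerebellar median LFC of −0.11 (−0.00046 with the trend removed). They had 0 higher DEGs, with 8 genes higher at an unadjusted p under 0.05.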

Other observations

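The tests of cell shares and of cortical tissue below were chosen after the results were seen, as were their limits: 1% of the WT cortex, 4 times and 1000 normalized counts.

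Genes the paper measures as proteins had these values as RNA. Rbfox3, the gene of NeuN, fell from 15977 ± 672 to 9731 ± 421 normalized counts in the cortex (SD, n = 3 each), an LFC of −0.72 (adjusted p = 4.31e-04 from limma), and had an LFC of 0.010 in the cerebellum (adjusted p = 0.980), with a difference between the regions of −0.73 (adjusted p = 0.00816). Sqstm1, the gene of p62, had an LFC of 0.14 in the cortex (adjusted p = 0.217), Gfap −0.37 (adjusted p = 0.222) and Aif1 0.10 (adjusted p = 0.786). In the cerebellum Gfap had −0.37 (adjusted p = 0.366), Sqstm1 −0.10 (adjusted p = 0.528) and Aif1 −0.13 (adjusted p = 0.812). These values depended on single libraries. Across the 12 fits that each left out 1 library, the cortical LFC was 0.061 to 0.20 for Sqstm1. It was −0.51 to −0.12 for Gfap and 0.0067 to 0.15 for Aif1. In the cerebellum it was −0.15 to −0.052 for Sqstm1, −0.49 to −0.17 for Gfap and −0.35 to 0.092 for Aif1. None of these 3 genes passed in any of the 12 fits.

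Ddx3y, Eif2s3y, Kdm5d and Uty had reads in all 12 libraries, with lowest values of 2664 for Ddx3y and 714 for Uty. Xist was not analysed here. Eif2s3y rose from 1050 ± 133 to 1588 ± 78.8 in the cortex (LFC 0.60, adjusted p = 0.00124 from limma).

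A hypothesis for the cortical DEGs is a lower share of cortical neurons in the SCA1 KI libraries. If the other cells were unchanged, it would raise their markers. The astrocyte list had a median LFC of −0.40, with 5 of 7 genes lower DEGs, from −0.52 to −0.33 across the fits that each left out 1 library. This argues against that simple form only. It cannot exclude other neurons in their place or a lowering of the astrocyte genes themselves, so a change in composition stays open. Microglia (−0.084) and endothelium (−0.18) were not higher either, while oligodendrocytes (−0.031) had 0.22 without WT library B. Cortical excitatory neurons had −0.35 (−0.11 without SCA1 KI library F), forebrain interneurons −0.30, and immediate early genes −0.60, with 6 of 15 lower DEGs. Other lists in the cortex were the hippocampus (−0.099, but 0.034 without library A), striatum (−0.24, but 0.17 without WT library B and −0.62 without WT library C), thalamus (−0.065, but 0.11 without library A), Purkinje cells (−0.43, but −0.054 without WT library D), cerebellar granule cells (0.0027, −0.35 without library F and 0.29 without library A), choroid plexus (0.026, but −0.18 without WT library D and 0.38 without WT library B) and blood (−0.76, 1 gene tested).

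A hypothesis for forebrain genes lower in the SCA1 KI cerebellum is cortical tissue in the WT cerebellum libraries. Tbr1, Emx1 and Fezf2 had a median excess in WT over SCA1 KI cerebellum of −0.0499% of their WT cortex level (−0.17% to 0.068%), while Nrgn had 2.79%, which argues against it. Of 683 lower cerebellar DEGs, 234 were at least 4 times higher in the WT cortex, and the 146 of these with 1000 or more normalized counts there had a median excess of 4.99%. What lowers them stays open. In the cerebellum the lists had medians of −0.016 (cortical excitatory neurons, 0.044 with genes at the floor at their bound and −0.11 without SCA1 KI library 5), −0.15 (forebrain interneurons, −0.71 at the bound), 0.015 (striatum, −0.062 at the bound and −0.10 without WT library 6), −0.46 (thalamus, 4 of 6 lower DEGs), −0.055 (hippocampus, −0.23 without SCA1 KI library 5), 0.15 (cerebellar granule cells, 0.0056 without WT library 2), −0.29 (Purkinje cells), −0.47 (oligodendrocytes), −0.29 (astrocytes), −0.20 (microglia, −0.10 without WT library 2), 0.011 (endothelium, −0.048 without SCA1 KI library 3), −0.051 (immediate early genes, 0.13 without WT library 4) and −0.54 (blood, −0.29 without WT library 2). The choroid plexus list had −1.31, 0.39 without SCA1 KI library 1 and −2.63 without library 5.

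Across genes, the LFC of SCA1 KI against WT went against the difference between WT cortex and WT cerebellum in the cortex (r = −0.32, against −0.12 to −0.024 in 100 simulations of unchanged groups with the same WT libraries) and, with the cerebellar LFC, in the cerebellum (r = −0.17, against 0.030 to 0.12). Genes are not independent replicates, and no biological explanation was tested.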
